# Effect of aging on pulmonary cellular responses during mechanical ventilation

**DOI:** 10.1172/jci.insight.185834

**Published:** 2025-02-13

**Authors:** Aminmohamed Manji, Lefeng Wang, Cynthia M. Pape, Lynda A. McCaig, Alexandra Troitskaya, Onon Batnyam, Leah J.J. McDonald, C. Thomas Appleton, Ruud A.W. Veldhuizen, Sean E. Gill

**Keywords:** Aging, Pulmonology, Vascular biology, Endothelial cells, Macrophages, Pulmonary surfactants

## Abstract

Acute respiratory distress syndrome (ARDS) results in substantial morbidity and mortality, especially in elderly people. Mechanical ventilation, a common supportive treatment for ARDS, is necessary for maintaining gas exchange but can also propagate injury. We hypothesized that aging leads to alterations in surfactant function, inflammatory signaling, and microvascular permeability within the lung during mechanical ventilation. Young and aged male mice were mechanically ventilated, and surfactant function, inflammation, and vascular permeability were assessed. Additionally, single-cell RNA-Seq was used to delineate cell-specific transcriptional changes. The results showed that, in aged mice, surfactant dysfunction and vascular permeability were significantly augmented, while inflammation was less pronounced. Differential gene expression and pathway analyses revealed that alveolar macrophages in aged mice showed a blunted inflammatory response, while aged endothelial cells exhibited altered cell-cell junction formation. In vitro functional analysis revealed that aged endothelial cells had an impaired ability to form a barrier. These results highlight the complex interplay between aging and mechanical ventilation, including an age-related predisposition to endothelial barrier dysfunction, due to altered cell-cell junction formation, and decreased inflammation, potentially due to immune exhaustion. It is concluded that age-related vascular changes may underlie the increased susceptibility to injury during mechanical ventilation in elderly patients.

## Abstract 2

Aging leads to increased susceptibility to blood vessel damage and leak within the lungs during mechanical ventilation occuring independently of the inflammatory response.

## Introduction

Acute respiratory distress syndrome (ARDS) is a serious disease with substantially elevated morbidity and mortality in the elderly population (1, 2). Treatment of patients with ARDS is generally supportive, including mechanical ventilation to sustain respiratory function (3). However, advanced age has been suggested to be associated with worse outcomes following mechanical ventilation (4–7). This is supported by animal studies showing that mechanical ventilation can also cause or propagate lung injury, which is termed ventilator-induced lung injury (VILI) (8–11). While insight has been obtained from animal models of VILI, very few studies have used appropriately aged preclinical models to identify and assess cellular and molecular mechanisms (12–17). Given that age is a significant predictor of time spent on a mechanical ventilator and that advanced age is a strong negative predictor of survival, more studies using age-appropriate animal models are critical (4, 5, 7, 18–20).

The mechanisms associated with respiratory dysfunction during VILI in young animals have been well documented and include several pathophysiological processes. The ventilation-induced overdistension of both alveolar epithelial cells and resident alveolar macrophages leads to cellular damage and the initiation of inflammation (21–26). This initial inflammatory response further augments cytokine production, leading to ongoing recruitment of inflammatory cells as well as the propagation of overall lung injury (25). Additionally, mechanical ventilation affects pulmonary surfactant function. Surfactant, which is produced by the alveolar type II cells, reduces surface tension within the lungs while also modulating the pulmonary inflammatory response (27–30). Damage to the alveolar epithelium, due to augmented inflammation and alveolar overdistension, is thought to result in impaired surfactant function (31–36). Cyclic alveolar stretch during VILI also promotes the conversion of functional large aggregate forms of surfactant into nonfunctional small aggregate forms (24, 37, 38).

Another critical process is damage to the microvascular barrier, where VILI subjects the lung vascular endothelium to severe mechanical forces and persistent inflammation, leading to the destruction of the endothelial barrier (39–42). Specifically, VILI disrupts key cell-cell junctional proteins such as claudin-5 in endothelial cells, leading to increased microvascular permeability (43). This increased permeability and the subsequent formation of proteinaceous edema fluid within the alveolar space is also known to contribute to the loss of surfactant function (33, 44–46).

Aging is known to independently affect many of these pathophysiological processes. For example, aging is associated with heightened baseline inflammation and alveolar macrophage dysfunction (47–52). Aging also contributes to vascular endothelial (VE) cell dysfunction and augmented vascular permeability in the heart, kidney, and gut vasculature (53–59). Limited studies, however, have examined the effect of aging within the pulmonary vasculature. Thus, while the effects of VILI and aging on inflammation, alveolar epithelial cell dysfunction, and microvascular endothelial cell barrier dysfunction have been previously investigated independently, a better understanding of the interactions between aging and mechanical ventilation during VILI — and how they influence these responses — is needed. We hypothesized that aging leads to alterations in surfactant function, inflammatory signaling, and microvascular permeability within the lung during mechanical ventilation. To address this hypothesis, we mechanically ventilated young and aged male mice and used single-cell RNA-Seq (scRNA-Seq) in combination with various biochemical methods to assess these pathophysiological processes.

## Results

### Physiological responses and lung histology.

To examine the effect of age on the pulmonary response to mechanical ventilation, both young and aged mice were ventilated for 3 hours prior to collecting tissues for analysis. Ventilation parameters were set based on weight, and in general, aged mice were significantly heavier than young mice (37.88 ± 1.88 g versus 29.97 ± 2.01 g, respectively). No significant differences were observed between young and aged animals in terms of gas exchange or lung function, as indicated by the ratio of partial pressure of oxygen in arterial blood to the fraction of inspiratory oxygen (PaO_2_/FiO_2_) or peak inspiratory pressure, respectively (Figure 1, A and B).

To complement the physiological analyses, histological assessment of the lungs was performed, with representative images shown in Figure 2A. Lung injury scoring was performed by a blinded pathologist according to the American Thoracic Society report on measurements of experimental acute lung injury, which assesses alveolar space neutrophils, interstitial neutrophils, hyaline membrane formation, proteinaceous debris, and septal thickening (60). Although not significant, trends toward greater overall lung injury scores were observed with ventilation and aging (Figure 2B). Of the 5 criteria used for lung injury assessment, one of the primary contributors to the increased scores observed with ventilation and aging was septal thickening. Further analysis examining differences in septal thickness revealed that, although mean septal width was not significantly different across all groups, a larger number of regions were found to be thickened following ventilation, as well as with age (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.185834DS1). When directly assessing the percentage of regions with thickened septa, a significant increase was observed with age, both under control and ventilation conditions (Figure 2C).

### scRNA-Seq cell identification.

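Cells of the left lobe of the lung were profiled by droplet-based scRNA-Seq in 4 libraries, each made from the pooled cells of 3 male mice. The young mice were 2 to 3 months old and the aged mice 22 months old. At each age, there was a library from nonventilated mice and a library from mice ventilated for 3 hours. In this assay, each droplet carries a cell barcode and each captured transcript carries a unique molecular identifier (UMI), so that copies made by amplification are not counted again. The authors aligned the reads to the mm10 mouse genome with Cell Ranger and deposited, for each library, whole-number UMI counts per gene and barcode without normalization. The counts cover 32285 genes. The young nonventilated library held 3630 barcodes and 41222284 UMIs, the young ventilated library 4497 barcodes and 44404172 UMIs, the aged nonventilated library 3901 barcodes and 45218176 UMIs, and the aged ventilated library 3400 barcodes and 40655452 UMIs. The paper gives its depth in reads per cell, whereas the values derived here rest on UMIs. From these counts, the cell filter and the clustering settings of the paper's methods were applied again as far as the methods state them. The barcodes over which the UMI percentile was taken were not clear from them and were set here. UMIs were then summed per library and cell class. Sums were scaled to counts per 1000000 UMIs of that class and library (CPM), and changes were expressed as log2 ratios of CPM with 1 UMI added to each sum. The nonventilated mice were naive, while the ventilated mice also had anesthesia, analgesia and oxygen, so each change after ventilation includes these. Since each group was a pooled library without replicates, no test was run. The 95% intervals are exact (Poisson for a count, conditional binomial for a ratio of 2 counts, and Clopper-Pearson for a share) and cover counting error only, not the differences between mice or between the cells that happened to be captured. Separate pools can differ by more than counting noise whatever the effect of age or ventilation. To set the size of the responses at the 2 ages side by side, the 4 sums of a class were thinned to the smallest of them, and the median absolute log2 ratio over genes with a mean of at least 50 CPM was given beside the value that counting noise alone yields at that depth. The ages were also compared in the same genes. To keep counting noise from favoring the age used to choose them, the UMIs of each sum were split at random into 2 parts. Both parts hold the same cells, so differences between the pools or the cells captured can still favor that age. The 100 genes with the largest absolute log2 ratio at 1 age were chosen in the first part, and their median log2 ratio, taken in the direction of change at that age, was measured at both ages in the other part. For lists of genes, the median log2 ratio was placed as a percentile among 10000 random lists matched on expression, which describes these libraries only. The main settings, the gene lists apart from a list of oxidative stress genes, and most of the alternatives were fixed before the data were examined. The rules for marker detection, for naming clusters and for choosing the alveolar type I and II cluster were set after the clusters were seen.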

To provide insight into the effect of aging and mechanical ventilation on specific pulmonary cell types, scRNA-Seq analysis was performed (Supplemental Figure 2). Following quality control filtering steps, 10,172 cells were retained (young nonventilated, 2,538; young ventilated, 2,977; aged nonventilated, 2,483; aged ventilated, 2,174). 

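The 4 matrices held 15428 barcodes in all. Limits of 200 to 5000 genes and at most 10% mitochondrial UMIs left 10229 of them, with 2539 in the young nonventilated, 2998 in the young ventilated, 2497 in the aged nonventilated and 2195 in the aged ventilated library. The 93rd percentile of UMIs among these barcodes was 21021, and keeping the cells within it left 9514 cells, beside the 10172 cells the paper reports. These were 2430 young nonventilated, 2750 young ventilated, 2374 aged nonventilated and 1960 aged ventilated cells, with medians of 8150.5, 7236.5, 8370.5 and 8217 UMIs per cell. With the percentile taken over all barcodes, the limit was 28597 UMIs and 10160 cells were left. These were 2533 young nonventilated, 2976 young ventilated, 2480 aged nonventilated and 2171 aged ventilated cells. Each count was nearer to the paper's than the main one, so the limit of 21021 UMIs may not be the one the paper used. Leaving the percentile step out altogether moved the total of 9514 cells the most of the alternatives. Doublets were limited by the upper bounds of 5000 genes and 21021 UMIs alone. The doublet caller Scrublet marked 12 of the 9514 cells (0.126%), too few for the caller to have worked, and no other step removed doublets.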

Additional steps of normalization, scaling, and calculation of appropriate principal components identified a total of 19 distinct clusters of cells (Supplemental Figure 2A). 

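Applied to the 9514 cells, normalization to 1000000 UMIs per cell, 2000 variable genes, 37 principal components and a resolution of 0.18 gave 17 clusters. With 20 principal components, the number was 18. Without the upper limit on UMIs it was 20, and the largest move came from a resolution of 0.5, which gave 30 clusters. The libraries were merged without integration, so that a cluster drawn mostly from 1 library can reflect that library.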

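Clusters were named again from fixed lists of marker genes, and a difference from the paper's groups may come from these rebuilt names. Of the 17 clusters, the largest was marked by *Ptprb* (2366 cells). The others that could be named held nonclassical monocyte-like (1377), interstitial fibroblast-like (1273), neutrophil- or eosinophil-like (669), smooth muscle- or pericyte-like (587), aerocyte-like (448, marked by *Ednrb*), alveolar type I and II-like (364), interstitial macrophage- or dendritic-like (307), B or plasma-like (305), alveolar macrophage-like (270), T or innate lymphoid-like (223), myofibroblast-like (112), lymphatic endothelial-like (110), alveolar type I-like (109) and basophil-like (66) cells. Clusters of 563 and 365 cells stayed unnamed, since their medians of 964 and 1736 UMIs per cell were less than those of their libraries divided by 3 and none of their best-matching markers were among their 10 leading genes. At this resolution no cluster was named for classical monocytes. At the resolution of 0.5, a classical monocyte-like cluster of 178 cells held 94 young nonventilated and 83 aged nonventilated cells, and another of 177 cells held 83 young ventilated and 94 aged ventilated cells.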

Cluster annotation identified several pulmonary tissue cell types, including alveolar epithelial type I and II cells, capillary type I and type II cells, and inflammatory cell types, such as alveolar macrophages and classical monocytes (Supplemental Figure 2A). 

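For each cluster, a marker was counted as detected when at least 20% of its cells had a UMI of the gene, and the 10 genes with the largest fold over all other cells were listed. The alveolar macrophage-like cluster had all 8 of its markers detected and 4 of them (*Krt79*, *Marco*, *Fabp1* and *Ear1*) among these 10 genes, with none of another type. In the alveolar type I and II-like cluster, 5 of the 8 type II markers were detected and 5 (*Sftpc*, *Sftpd*, *Sftpa1*, *Slc34a2* and *Sftpb*) were among the 10 leading genes. The lymphatic endothelial-like and basophil-like clusters each had 5 of their markers among the 10 leading genes, and the neutrophil- or eosinophil-like cluster had 4. The interstitial fibroblast-like cluster had none of its markers there, although 5 of 8 were detected. The nonclassical monocyte-like cluster held 2 of its own markers and 1 classical monocyte marker (*Ms4a4c*) among its 10 leading genes.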

Key marker genes utilized to identify specific clusters demonstrated specificity with minimal overlap between clusters (Supplemental Figure 2B). These scRNA-Seq data were then subsequently used to assess the responses of specific cell types that are known to be relevant in the pathophysiological processes that take place during mechanical ventilation.

### Effect of age on pulmonary surfactant during mechanical ventilation.

To examine the effect of age on pulmonary surfactant during mechanical ventilation, surfactant isolated from young and aged mice was analyzed (Figure 3). While surfactant from young and aged nonventilated controls was not included in the analysis, values from a previous study with similar young and aged mice that were not ventilated have been included for comparative purposes (Figure 3) (52). No differences in surfactant amounts or composition (i.e., large versus small aggregates) were noted between young and aged mice following ventilation (Figure 3, A–D). There was, however, the suggestion that mechanical ventilation led to higher amounts of surfactant, specifically the small aggregate forms, in both young and aged mice when compared with previous findings (52) (Figure 3, A and C). Functional analysis of the surfactant also revealed that ventilated animals appeared to have higher minimum surface tension as compared with the previously published values (52) (Figure 3E). Moreover, aged ventilated mice also had a significantly higher minimum surface tension versus young ventilated mice (Figure 3E).

Analysis of surfactant protein (SFTP) expression by quantitative PCR (qPCR) revealed that aged ventilated mice had significantly decreased *Sftpa1* relative to aged nonventilated mice (Figure 4A). The aged ventilated mice also had a significant decrease in *Sftpb* compared with young ventilated animals (Figure 4B). No significant differences were observed in *Sftpc* or *Sftpd* between young and aged mice (Figure 4, C and D). Additionally, mechanical ventilation did not appear to significantly affect the expression of SFTPs in young mice.

To assess the effect of age and mechanical ventilation on the alveolar type II cells responsible for production of pulmonary surfactant, differential gene expression analysis was performed on the scRNA-Seq dataset. Similar to other studies, annotation of our scRNA-Seq clusters yielded a group of alveolar type I + II cells (Supplemental Figure 2), and it was this group that was analyzed (61). 

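The cluster that scored highest for type II markers was used for this group. It held 74 young nonventilated, 133 young ventilated, 86 aged nonventilated and 71 aged ventilated cells, or 3.05%, 4.84%, 3.62% and 3.62% of the cells retained. At a resolution of 0.5 these shares moved the most, to 0.576%, 0.618%, 0.758% and 0.204%, because the cluster then split. It was a shallow cluster, with a median of 1410.5 UMIs per cell against 7962 for all cells, and 60.2% of its cells held fewer than 2000 UMIs. In the split, 53 cells with a median of 15459 UMIs and type II markers stood apart from 311 cells with few UMIs and markers of type I and airway cells. These 53 cells numbered 14, 17, 18 and 4 in the young nonventilated, young ventilated, aged nonventilated and aged ventilated libraries. They supplied 62.9%, 44.6%, 56.4% and 26.5% of the group's UMIs, the last from only 4 cells. The group's UMIs were 315034, 554332, 452445 and 270955 in the same order. A separate cluster of 109 alveolar type I-like cells (26, 36, 33 and 14) was not part of this group. The rule for which cluster to use was set after the clusters were seen.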

No differences in gene expression were identified between young and aged mice under basal conditions (data not shown). Furthermore, when evaluating differences in gene expression between young and aged mice following mechanical ventilation, minimal differences were again observed. 

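Thinned to 270955 UMIs per library, the median absolute log2 ratio of aged over young nonventilated cells across 3570 genes was 0.42, with 0.23 from counting noise alone. The alternative that moved this value the most was the resolution of 0.5 (0.58), where fewer UMIs also raise the counting noise. Of the 100 genes chosen by the split of UMIs, 77 were higher in the aged library. This count was 52 with each cell thinned to 1000 UMIs, 49 at a resolution of 0.5, 48 with no filter on CPM and 39 without the highest Scrublet scores, a setting chosen after seeing the data. The largest rises were in *Dnah12* (0 UMIs in young and 148 in aged, at least 34.4-fold higher against a floor of 3 counts), *Tmem212* (0 and 83 UMIs, at least 19.3-fold) and *Ccdc153* (0 and 82 UMIs, at least 19.0-fold), which are genes of ciliated airway cells. The aged nonventilated cells held 331 UMIs of ciliated cell genes, all in 7 of the 86 barcodes. The largest falls were in *Iigp1* (40 and 2 UMIs, log2 ratio -4.29, with 0 and 2 UMIs left under a mitochondrial limit of 5%), *Lyz1* (320 UMIs and 1016 CPM in young, 54 UMIs and 119 CPM in aged, log2 ratio -3.07) and *Fat3* (32 and 5 UMIs, log2 ratio -2.98). With so few cells, the intervals, which leave out the sampling of cells, understate the error in this group.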

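In the same cells after ventilation, the median absolute log2 ratio of aged over young was 0.36, with 0.23 from counting noise. *Tgfb2* was higher in aged cells, from 12 UMIs (21.6 CPM) in young to 274 UMIs (1011 CPM) in aged, a 46.7-fold ratio (95% interval 26.3 to 91.5). With a mitochondrial limit of 5%, however, its log2 ratio was -1.01. *Trp63* had 0 UMIs in young and 31 in aged, at least 21.1-fold higher, and *Ptprd* had 1 and 39 UMIs (ratio 79.8, 95% interval 13.5 to 3231). *Acoxl* fell from 125 to 4 UMIs (log2 ratio -3.62), *Adgrl3* from 123 to 5 (log2 ratio -3.34) and *Man1a* from 52 to 2 (log2 ratio -3.11).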

Just 11 genes were identified as significantly differentially expressed in the alveolar type I + II cells between the young nonventilated and young ventilated mice (Figure 5A), with zero genes being identified in the aged mice (Figure 5B). 

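At equal depth, the median absolute log2 ratio of ventilated over nonventilated cells was 0.46 in young and 0.45 in aged mice, each with 0.23 from counting noise, and the difference of 0.0087 was within its counting interval of ±0.022. Without the upper limit on UMIs, which moved this difference the most, it was 0.078. Between aged and young cells, the same measure was 0.42 without and 0.36 after ventilation, so these sizes do not single out ventilation. At a resolution of 0.5, it was 0.588 and 0.585 for ventilation in young and aged mice. Between the ages, it was then 0.583 without and 0.589 after ventilation. In the 100 genes chosen in young mice, the median log2 ratio was 2.92 in young and 0.93 in aged mice, an aged-over-young ratio of 0.319 (95% interval 0.271 to 0.389), and 81 of these genes changed in the same direction in aged mice (58 with each cell thinned to 1000 UMIs). The ratio moved the most when it was computed from the mean of per-cell CPM, to 0.474. In the 100 genes chosen in aged mice, the median was 2.02 in aged and 0.97 in young mice, a young-over-aged ratio of 0.483 (95% interval 0.390 to 0.575). In young mice, *Sfn* (chromosome 4, 133600556 to 133602168 on GRCm38) rose from 1 UMI to 429 UMIs (ratio 244, 95% interval 43.5 to 9652). *Slc7a11*, with 0 and 151 UMIs, was at least 28.6-fold higher, and *Srxn1*, with 0 and 149 UMIs, at least 28.2-fold higher. *Slc7a11* was at least 69.0-fold higher in aged ventilated cells (0 and 124 UMIs) and *Srxn1* 96.3-fold higher (3 and 173 UMIs, 95% interval 32.4 to 471), while *Bmpr1b* rose from 1 to 117 UMIs (ratio 195, 95% interval 34.4 to 7782). *Lyz1* fell in young mice from 1016 to 59.5 CPM (log2 ratio -4.05), followed by *Gm40999* (log2 ratio -3.84) and *Gm20629* (log2 ratio -3.29). In aged mice the largest falls were in *Calcrl* (108 and 0 UMIs, at least 21.6-fold lower, a fall not seen with the highest Scrublet scores left out), *Acoxl* (log2 ratio -4.36) and *Ptprb* (65 and 1 UMIs, 38.9-fold lower, 95% interval 6.74 to 1561).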

Based on these genes, a limited number of pathways associated with cell activation and wound healing were found to be enriched in the young animals compared with the aged animals (Figure 5C).

### Effect of age on pulmonary inflammation during mechanical ventilation.

To explore the effect of age on the inflammatory response during mechanical ventilation, inflammatory cytokines were assessed in the lung tissue by qPCR (Figure 6) as well as within the lung lavage fluid (Figure 7) and serum (Figure 8) by multiplex analysis. Mechanical ventilation resulted in a significant increase in the expression of *Il6*, *Ccl2*, *Csf2*, *Il1b*, *Cxcl2*, *Cxcl1*, and *Tnfa* in the young mice following ventilation; however, only *Il1b* and *Tnfa* were significantly increased in aged mice following ventilation (Figure 6). The aged mice also had significantly decreased expression of *Il6*, *Ccl2*, *Csf2*, *Cxcl2*, and *Cxcl1* versus young mice following mechanical ventilation (Figure 6). Notably, no statistical differences were noted between the young and aged nonventilated mice. Based on this, cytokine analyses of the lavage and serum by multiplex analysis were carried out with comparisons between only the young and aged ventilated groups. Similar to cytokine mRNA expression, measurement of the cytokine protein levels within the lavage fluid from the ventilated animals revealed significantly decreased IL-6, CCL2, CSF2, IL-1B, CXCL2, and CXCL1 in aged ventilated versus young ventilated mice (Figure 7). Analysis of cytokine protein abundance within the serum revealed the same trends, with IL-6, CCL2, CSF2, CXCL2, and CXCL1 significantly decreased in the aged versus young mice following ventilation (Figure 8). Cell recovery from the lavage fluid from this cohort of animals was also performed, and cell counts were 3.9 × 10^5^ ± 0.55 × 10^5^ cells for aged ventilated animals and 1.8 × 10^5^ ± 0.29 × 10^5^ cells for young ventilated animals. Cell differentials revealed that over 99% of these cells were macrophages in both groups.

One of the primary cell types thought to initiate and propagate the inflammatory response during mechanical ventilation is the alveolar macrophage (21, 22). To understand how aging affects the response of alveolar macrophages during ventilation, differential gene expression analysis comparing alveolar macrophages from nonventilated versus ventilated young and aged mice was performed using the scRNA-Seq dataset. 

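The alveolar macrophage-like cluster held 80 young nonventilated, 63 young ventilated, 85 aged nonventilated and 42 aged ventilated cells (3.29%, 2.29%, 3.58% and 2.14% of the cells retained), with 1295248, 1084063, 1353749 and 698881 UMIs. Without the upper limit on UMIs, the young ventilated share was 3.67%, the share that moved the most. Between aged and young nonventilated cells, the median absolute log2 ratio over 3654 genes at equal depth was 0.21, with 0.14 from counting noise. Among the 100 genes chosen for the largest basal difference, 70 were higher in the aged library. *Mmp12* had 1 UMI in young and 150 UMIs (111 CPM) in aged cells, a ratio of 144 (95% interval 25.4 to 5706). *Colec12* rose from 20.8 to 239 CPM (11.4-fold, 95% interval 7.72 to 17.6). The largest falls were smaller. *Gal* was 2.99-fold lower in aged cells (95% interval 2.04 to 4.48), *Gm34907* 2.66-fold lower and *Egr1* 2.57-fold lower.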

Under basal conditions, 34 genes were differentially expressed in the young nonventilated compared with aged nonventilated, most of which were upregulated in the aged (Supplemental Figure 3A). 

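Supplemental Figure 3A labels 10 genes as higher in aged nonventilated macrophages, among them *Spp1*, *S100a6* and *Sema3e*. All 10 had a higher CPM in the aged library, with log2 ratios from 0.93 to 5.89 and a median of 2.63.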

When performing gene ontology (GO) analysis, pathways associated with cell activation, cell adhesion, and inflammation were found to be differentially enriched between the 2 groups (Supplemental Figure 3B). Comparisons were then subsequently performed to examine the response to mechanical ventilation. A total of 536 genes were identified as differentially expressed between alveolar macrophages from the young nonventilated and ventilated mice (Figure 9A); however, only 61 genes were found to be differentially expressed in the alveolar macrophages from aged nonventilated versus ventilated mice (Figure 9B). 

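At equal depth (698881 UMIs per library), the median absolute log2 ratio after ventilation was 0.34 in young and 0.26 in aged macrophages, with 0.14 from counting noise at each age. The difference of 0.083 was larger than its counting interval of ±0.015 and ranged from 0.052 with each cell thinned to 1000 UMIs to 0.107 without the upper limit on UMIs. In the 100 genes chosen in young macrophages, the median log2 ratio was 1.85 in young and 0.92 in aged, a ratio of 0.496 (95% interval 0.452 to 0.565). This ratio rose to 0.725 with each cell thinned to 1000 UMIs. In the genes chosen in aged macrophages, the medians were 1.28 at both ages, a ratio of 1.01 (95% interval 0.854 to 1.12). With no filter on CPM that ratio was 0.366. *Gdf15* (chromosome 8, 70629393 to 70632456 on GRCm38) rose the most in young macrophages, from 3.09 to 188 CPM (60.9-fold, 95% interval 23.4 to 226), and rose 5.85-fold in aged ones (40.6 to 238 CPM, 95% interval 4.29 to 8.08). In aged macrophages the largest rises were in *Plpp3* (10.0-fold, 95% interval 5.92 to 18.0), *Gdf15* and *Slc7a11* (4.93-fold, 95% interval 3.96 to 6.16). The genes that fell the most were *Arhgap15*, *Dnah11* and *Agmo* in young macrophages (log2 ratios -4.49, -3.99 and -3.67) and *Man1a*, *Mmp12* and *Nt5e* in aged ones (log2 ratios -4.59, -3.96 and -3.46).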

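Of the macrophage genes labelled in Figure 9A, 13 as higher and 11 as lower after ventilation in young mice, all changed in that direction in the young libraries, with median log2 ratios of 2.43 and -1.65. In the aged libraries, 12 of the 13 and all 11 changed the same way, with medians of 0.68 and -0.80. The 5 genes labelled as higher and the 11 labelled as lower in Figure 9B changed as labelled at both ages. The former had medians of 1.69 in aged and 2.17 in young macrophages, and the latter -1.57 in aged and -1.68 in young.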

While there were many pathways associated with cell activation that were shared between the young and aged mice, these pathways were more significantly enriched in the young mice (Figure 9C). There were also additional inflammatory pathways, including “IL5 signaling,” “cytokine signaling in immune system,” and “neutrophil degranulation” that were exclusively found in the young mice following mechanical ventilation (Figure 9C). 

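Among the cytokine genes, *Il1b*, *Cxcl2*, *Tnf* and *Cxcl1* rose in the macrophages at both ages. *Il1b* went from 137 to 325 CPM in young macrophages (log2 ratio 1.24) and from 272 to 449 CPM in aged ones (log2 ratio 0.73). *Cxcl2* rose from 632 to 1142 CPM in young and from 584 to 940.1 CPM in aged macrophages, and *Tnf* from 313 to 548 CPM in young and from 220.1 to 442 CPM in aged. *Cxcl1* rose from 17.8 to 54.4 CPM in young and from 22.9 to 84.4 CPM in aged macrophages. *Ccl2* fell at both ages, with log2 ratios of -1.53 in young and -0.49 in aged. *Il6* was near the detection limit, with 2 and 5 UMIs in young and 2 and 18 UMIs in aged macrophages.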

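Of the 100 genes chosen in aged macrophages for the largest change after ventilation, 91 changed in the same direction in young macrophages, when both ages were measured in the UMIs not used to choose the genes. Of those chosen in young macrophages, 94 changed in the same direction in aged ones. These counts of 91 and 94 depended on the settings. They were 61 and 66 with each cell thinned to 1000 UMIs, 62 and 73 with no filter on CPM, and 72 and 76 with genes of at least 10 CPM.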

Analysis of the circos plot demonstrated that the majority of genes differentially expressed in the alveolar macrophages from aged mice were similar to those differentially expressed in the young mice, as indicated by the purple lines (Figure 9D). There were, however, several genes and pathways that were exclusively enriched in the young mice (Figure 9D). 

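Among the genes that rose the most in young macrophages, *Colec12* rose from 27 to 598 UMIs (20.8 to 552 CPM, log2 ratio 4.68), whereas in aged macrophages it went from 323 to 138 UMIs (239 to 197 CPM, log2 ratio -0.27). *Hmox1* rose at both ages, from 81.8 to 979 CPM in young (log2 ratio 3.57) and from 138 to 561 CPM in aged macrophages (log2 ratio 2.02).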

Additional analysis was performed using CellChat, specifically focusing on communication patterns associated with secreted signaling originating from the alveolar macrophages. The CellChat analysis revealed an increase in the strength of secreted signaling from the alveolar macrophages to almost all other cell types in the young ventilated animals compared with the young nonventilated (Figure 10A). In contrast, there was a decrease in the strength of signaling found in the aged ventilated versus the aged nonventilated mice (Figure 10B). 

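CellChat was not run here. In its place, a fixed list of 60 genes of secreted ligands was measured, of which 23 reached 50 CPM in the macrophages. In young macrophages, the median log2 ratio of ventilated over nonventilated was 0.43 (95% interval 0.22 to 0.62), higher than in 99.97% of the random lists, and 15 of the 23 genes rose. Their median moved the most, to 0.71, without the upper limit on UMIs. The whole list summed to 6630 CPM before ventilation and 10398 CPM after it.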

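In aged macrophages, the median log2 ratio of the same ligand genes was 0.49 (95% interval 0.26 to 0.58), higher than in all of the random lists, and 15 genes rose. The sum of the list went from 8657 to 10711 CPM. With each cell thinned to 1000 UMIs, the aged median was 0.16 and the young one 0.71. The aged rise was also the smaller one without the upper limit on UMIs, which left a number of cells nearer to the paper's. The list counts ligand transcripts alone and holds no receptors, so it does not measure signaling strength.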

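Between aged and young ventilated macrophages, the ligand list had a median log2 ratio of 0.13 (95% interval 0.0087 to 0.24), at the 97.51 percentile of the random lists, with 13 of 23 genes higher in aged. With the cells of the highest Scrublet scores left out, the median was -0.025.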

When directly comparing the aged ventilated group with the young ventilated group, there was also an overall blunted response in the strength of secreted signaling from the alveolar macrophages to almost all other cell types in the alveolar macrophages from aged mice (Figure 10C).

### Effect of age on pulmonary microvascular barrier function during mechanical ventilation.

A key pathophysiological process associated with VILI is pulmonary microvascular leak contributing to the accumulation of protein-rich edema fluid. The effect of age on microvascular leak following mechanical ventilation was assessed by analysis of total lavage protein and lavage IgM levels, both of which have been shown to correlate with wet/dry ratios and lung edema (62) (Figure 11). Comparison of total protein within the lavage fluid of young and aged mice following ventilation to data from previously published work suggests that ventilation appears to increase total lavage protein in both groups (52) (Figure 11A). Furthermore, following ventilation, total protein was also significantly increased in aged versus young mice (Figure 11A). Similarly, total IgM was significantly increased in lavage fluid from aged ventilated mice compared with young ventilated mice (Figure 11B).

To begin examining potential cellular mechanisms involved in the augmented pulmonary microvascular leak observed in aged animals following mechanical ventilation, differential gene expression analysis was conducted on the capillary cell populations identified in the scRNA-Seq dataset. Like other studies, 2 capillary populations were identified based on known marker genes used in the literature; the first was the capillary type I cells, also commonly referred to as aerocyte capillary cells, which are specialized for gas exchange, and the second population was the capillary type II cells, also referred to as general capillary cells, which function as a progenitor-like cell involved in repair (63–65). 

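A cluster of 664 young nonventilated, 687 young ventilated, 590 aged nonventilated and 425 aged ventilated cells (27.3%, 25.0%, 24.9% and 21.7% of the cells retained) was marked by *Ptprb*, with 2963 CPM of it in young nonventilated cells against 251 CPM in the *Ednrb* cluster. The cluster marked by *Ednrb* held 151, 124, 87 and 86 cells (6.21%, 4.51%, 3.66% and 4.39%), with 1099 CPM of *Ednrb* in young nonventilated cells against 9.06 CPM in the *Ptprb* cluster. At a resolution of 0.5 these shares moved the most, to 23.5%, 22.9%, 21.3% and 18.1% for the *Ptprb* cells and to 9.05%, 8.00%, 5.39% and 5.92% for the *Ednrb* cells. The paper's figure marks capillary type I by *Ptprb* and type II by *Ednrb*, and this assignment is followed at its claims. All 7 aerocyte markers (*Ednrb*, *Car4*, *Apln*, *Fibin*, *Tbx2*, *Rprml* and *Chst1*) were detected in the *Ednrb* cluster, and 3 were among its 10 leading genes. All 7 general capillary markers (*Ptprb*, *Gpihbp1*, *Plvap*, *Aplnr*, *Kit*, *Sema3c* and *Hilpda*) were detected in the *Ptprb* cluster, but only *Ptprb* was among its 10 leading genes, beside *Selp* and *Slc6a2*, markers of larger vessels. It is therefore called the *Ptprb* cluster and not by a cell type.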

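In the *Ptprb* cluster without ventilation, the median absolute log2 ratio of aged over young across 3659 genes at equal depth (4018018 UMIs per library) was 0.15, with 0.058 from counting noise. Of the 100 genes with the largest basal difference, 81 were higher in the aged library, 57 with each cell thinned to 1000 UMIs and 55 with no filter on CPM. *Fabp4* rose the most, from 14.3 to 162 CPM (11.3-fold, 95% interval 8.95 to 14.5), followed by *Sox5* (2.32-fold, 95% interval 1.99 to 2.72) and *Tnip1* (2.25-fold, 95% interval 1.90 to 2.67). *Aplnr* was 2.32-fold lower in aged cells (95% interval 1.98 to 2.73), *Edil3* 2.22-fold lower and *Ackr3* 2.04-fold lower. All 9 genes labelled as higher in young cells in Supplemental Figure 4A, which include *Rps27*, *Rps28*, *Rps29*, *Rpl35* and *Rpl38*, were lower in the aged library, with log2 ratios from -1.21 to -0.54. All 5 labelled as higher in aged cells were higher, with log2 ratios from 0.73 to 0.94. Across 78 ribosomal protein genes, the median log2 ratio of aged over young was -0.32.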

Under basal conditions in the capillary type I cells, 33 genes were upregulated in the young nonventilated animals, while 31 genes were upregulated in the aged nonventilated animals (Supplemental Figure 4A); this led to pathways associated with the actin cytoskeleton, cytoplasmic ribosomal proteins, and cytokine signaling that were differentially enriched between the 2 groups (Supplemental Figure 4B). 

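In the *Ednrb* cluster without ventilation, the median absolute log2 ratio of aged over young was 0.19 across 3632 genes at equal depth (875051 UMIs per library), with 0.12 from counting noise. With each cell thinned to 1000 UMIs, which also raises the counting noise, it was 0.40. Among the 100 genes with the largest basal difference, 62 were higher in the aged library. *Sema6a*, labelled in Supplemental Figure 4C, was lower in aged cells, with a log2 ratio of -0.64. The largest rises with age were in *Pde1a* (3.37-fold, 95% interval 2.47 to 4.63), *Gdf15* (2.70-fold, 95% interval 1.96 to 3.74) and *Diaph2* (2.65-fold, 95% interval 1.79 to 3.97). The largest falls were in *S100a9* (log2 ratio -2.59), *Hspa1b* (log2 ratio -1.23) and *8030462N17Rik* (log2 ratio -1.21). *S100a9* was not lower in aged cells with background RNA subtracted (0.68) or with the highest Scrublet scores left out (0.80).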

Meanwhile, under basal conditions, only 1 gene was differentially expressed in the capillary type II cells between young and aged animals, suggesting no baseline differences (Supplemental Figure 4C).

When assessing the response to mechanical ventilation, a total of 1,344 genes was identified as differentially expressed in the capillary type I cells from the young animals (Figure 12A), and 953 genes were differentially expressed in the aged animals (Figure 12B). Similarly, in the capillary type II cells, 934 genes were differentially expressed in the young animals (Figure 12C), with 341 genes differentially expressed in the aged animals (Figure 12D). 

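In the *Ptprb* cluster, the median absolute log2 ratio after ventilation at equal depth was 0.40 in young and 0.31 in aged cells, with 0.057 from counting noise at each age, and the difference of 0.094 was larger than its counting interval of ±0.010. In the 100 genes chosen in young cells, the median log2 ratio was 2.61 in young and 1.79 in aged cells, a ratio of 0.687 (95% interval 0.641 to 0.714). In those chosen in aged cells, it was 1.93 in aged and 2.18 in young cells, a ratio of 1.13 (95% interval 1.05 to 1.15). *Rsad2*, an interferon-induced gene on chromosome 12 (26442746 to 26456452 on GRCm38), rose from 9.81 to 806 CPM in young cells (82.2-fold, 95% interval 62.5 to 110.2) and from 18.0 to 33.8 CPM in aged cells (log2 ratio 0.91). The metallothionein genes *Mt2* and *Mt1* rose at both ages, by 142-fold and 68.1-fold in young and by 119-fold and 80.7-fold in aged cells. In aged cells the largest rise was in the hemoglobin gene *Hbb-bs*, from 6 to 770 UMIs (165-fold, 95% interval 75.5 to 451). Over all libraries, 67.1% of the *Hbb-bs* UMIs lay in the unnamed cluster of 563 cells, 18.9% in smooth muscle- or pericyte-like cells and 12.6% in the *Ptprb* cluster. Carryover of RNA from red blood cells was not tested. The largest falls were in *Eln*, *Nxpe4* and *Npr3* in young cells (log2 ratios -4.01, -3.99 and -3.76) and in *Rnf144a*, *Nr3c2* and *Specc1* in aged cells (log2 ratios -3.24, -3.06 and -2.84). At the resolution of 0.5, fewer cells were given this name, and they lay in a cluster with 565 young and 490 aged nonventilated cells and 15 young and 63 aged ventilated ones, and a cluster with 6, 15, 614 and 291 cells in the same order.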

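In the *Ednrb* cluster, the corresponding median absolute log2 ratios were 0.51 in young and 0.38 in aged cells, with 0.12 from counting noise at each age and a difference of 0.127 (counting interval ±0.016). The 100 genes chosen in young cells had a median log2 ratio of 3.12 in young and 1.73 in aged cells, a ratio of 0.553 (95% interval 0.500 to 0.601). Those chosen in aged cells had 2.11 in aged and 2.30 in young cells, a ratio of 1.09 (95% interval 1.04 to 1.18). The largest rises in young cells were in the interferon-induced genes *Ifit3* (4.21 to 1099 CPM, 261-fold, 95% interval 120 to 713), *Cxcl10* (12.6 to 2548 CPM, 202-fold, 95% interval 128 to 341) and *Rsad2* (136-fold, 95% interval 77.5 to 263). In aged cells, *Ifit3* went from 25.1 to 106 CPM and *Cxcl10* from 29.7 to 132 CPM. In aged cells, *Mt1* (104-fold, 95% interval 54.8 to 229), *Mt2* (3 and 319 UMIs, ratio 101, 95% interval 34.4 to 495) and *Hmox1* (3 and 97 UMIs, ratio 30.9, 95% interval 10.3 to 152) rose the most. *Kif26b* fell the most at both ages (log2 ratios -5.44 in young and -3.64 in aged), followed by *D630045J12Rik* and *Gulp1* in young (-3.99 and -3.96) and *Ypel3* and *Hmcn1* in aged cells (-3.10 and -3.05). A fixed list of 30 interferon-induced genes had a median log2 ratio of 3.37 in young (95% interval 3.29 to 3.59) and 1.21 in aged *Ednrb* cells (95% interval 0.95 to 1.33), with all 24 expressed genes higher at both ages and all random lists below it. Summed over the list, it went from 2096 to 21766 CPM in young and from 2740.4 to 5821 CPM in aged cells. In the *Ptprb* cluster, its median was 2.20 in young (23 of 23 expressed genes higher) and 0.42 in aged cells (19 of 23 higher), and its sum went from 3856 to 14640 CPM in young and from 4233 to 5657 CPM in aged cells. The alternative that moved the list the most was the filter of at least 10 CPM, with 2.43 in young *Ptprb* cells.

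**Figure D1:**
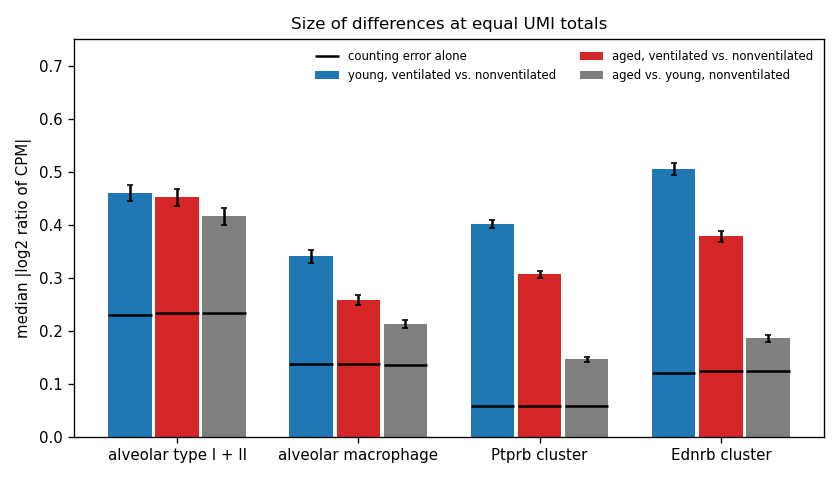
Median absolute log2 ratio of ventilated over nonventilated cells at equal depth in young and aged mice for the 4 groups of cells, beside the value from counting noise alone. The young value lies above the aged one in the alveolar macrophages (0.34 and 0.26), the *Ptprb* cluster (0.40 and 0.31) and the *Ednrb* cluster (0.51 and 0.38), and the values of the alveolar type I and II cells nearly coincide (0.46 and 0.45).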

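Direction was shared between the ages in nearly all of the genes with the largest changes. Of the 100 genes chosen in young cells, 97 changed in the same direction in aged cells in the *Ptprb* cluster and 99 in the *Ednrb* cluster, and of those chosen in aged cells, 99 and 97 did so in young cells. With each cell thinned to 1000 UMIs, these counts were 95 and 83, and 97 and 83. All of the genes labelled in Figure 12, A to D, had the labelled direction at both ages. For the 10 genes labelled as higher in Figure 12A, the median log2 ratio was 3.20 in young and 1.27 in aged cells, and for the 9 labelled as lower it was -2.77 and -1.95. For the 15 labelled as higher in Figure 12C, it was 4.64 in young and 1.93 in aged cells, and for the 11 labelled as lower -2.40 and -1.74. The genes labelled as higher in Figure 12, B and D, which show the aged mice, had closer medians, with 3.06 in young and 2.75 in aged cells for the 9 genes of Figure 12B and 4.02 in young and 4.30 in aged cells for the 4 genes of Figure 12D. For the 3 genes labelled as lower in Figure 12B, the median was -3.03 in young and -2.42 in aged cells. For the 7 labelled as lower in Figure 12D, it was -2.40 and -2.14.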

GO analysis of the capillary type I and type II cells demonstrated that similar pathways were enriched in both the young and aged animals, including those related to vessel development, angiogenesis, and cell-cell adhesion (Figure 12, E and F). CellChat analysis was performed to specifically examine and enrich for autocrine cell-cell contact pathways at the level of the capillary cell populations and to directly compare the young and aged ventilated animals. 

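Of a fixed list of 60 cell-cell contact genes, 39 reached 50 CPM in the *Ptprb* cluster and 33 in the *Ednrb* cluster. Between aged and young ventilated cells, the median log2 ratio of the list was 0.19 in the *Ptprb* cluster (95% interval 0.13 to 0.23), higher than in 99.99% of the random lists. It was 0.15 in the *Ednrb* cluster (95% interval 0.0042 to 0.21), at the 80.19 percentile. With each cell thinned to 1000 UMIs, the *Ednrb* median was 0.24 over 34 genes in 1 random draw and 0.11 over the same 33 genes in another (95% interval over cells -0.16 to 0.23). Without ventilation, the median of aged over young was -0.011 in the *Ptprb* cluster (95% interval -0.050 to 0.012) and -0.15 in the *Ednrb* cluster (95% interval -0.19 to -0.071).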

Interestingly, compared with young ventilated, the aged ventilated mice exhibited upregulation of many genes associated with cell-cell adhesion within both capillary populations. In particular, there were 39 genes enriched in the capillary type I cells from the aged ventilated animals compared with just 5 genes that were enriched in the young ventilated animals. Similarly, there were 28 genes enriched in the capillary type II cells from the aged ventilated animals compared with 10 genes enriched in the young ventilated animals. 

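In the *Ptprb* cluster, which carries the paper's type I label, 24 of the 39 expressed list genes were higher in aged than in young ventilated cells by CPM, against 18 of 39 without ventilation. Of the 11 genes labelled as higher in aged cells in Figure 13A, 10 were higher, with a median log2 ratio of 0.55. Without ventilation, 8 of the 11 were higher in aged cells, with a median of 0.15. The share of cells with a UMI was higher in aged cells for 35 of the 39 genes before and for 25 after each cell was thinned to 1000 UMIs, with 5 young and 1 aged cell left out. The median over genes of the aged minus young share was 5.75 percentage points before and 2.09 after thinning (95% interval over cells 0.413 to 2.87). Median depths were 6993 UMIs in young and 8656 UMIs in aged ventilated cells. In B or plasma-like cells, used as a reference for free RNA, the median share of these genes was 2.78% in young and 1.28% in aged cells before thinning and 0% in each after it (median depths 8128 and 10230.5 UMIs).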

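In the *Ednrb* cluster, 20 of the 33 expressed list genes were higher in aged ventilated cells by CPM. All 8 genes labelled as higher in aged cells in Figure 13B were higher, with log2 ratios from 0.071 to 1.01 and a median of 0.66, and 2 of the 3 labelled as higher in young cells were lower in aged ones. The share of cells with a UMI was higher in aged cells for 26 of the 33 genes before and 22 after thinning, which left out no cell.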

The most differentially enriched genes are shown in Figure 13, A and B. Key cell-cell contact gene signals identified as elevated in aged ventilated mice included Junction Adhesion Molecule, Endothelial Cell-Specific Adhesion Molecule, Nectin3, and Protocadherins, all of which are directly involved in endothelial cell-cell adhesion and maintenance of vascular barrier function (Figure 13, A and B). This was further highlighted when performing GO analysis using all differentially enriched cell-cell contact genes; compared with the young ventilated animals, the capillary cells from the aged ventilated animals exhibited robust enrichment of pathways associated with cell-cell adhesion, cell junction organization, and angiogenesis (Figure 13, C and D).

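Among the junctional adhesion molecule genes, *Jam2* (chromosome 16, 84774123 to 84825928 on GRCm38) had 258 UMIs (47.3 CPM) in young and 445 UMIs (111 CPM) in aged ventilated *Ptprb* cells, a 2.34-fold ratio (95% interval 2.01 to 2.74), while without ventilation it differed by 1.11-fold (95% interval 0.980 to 1.26). *F11r* had a ratio of 0.955 (95% interval 0.847 to 1.08) and *Jam3* of 1.27 (95% interval 0.869 to 1.85), neither distinguishable from 1 at this depth. *Esam* (chromosome 9, 37528078 to 37538319) was 1.21-fold higher in aged ventilated *Ptprb* cells (452 and 548 CPM, 95% interval 1.15 to 1.29) and 1.27-fold higher in aged ventilated *Ednrb* cells (579 and 733 CPM, 95% interval 1.14 to 1.41). *Nectin3* was lower in aged ventilated *Ptprb* cells (329 UMIs in young and 178 in aged, 60.3 and 44.3 CPM, log2 ratio -0.44). With cells thinned to 1000 UMIs, its log2 ratio was 0.19, while 5.87% of young and 4.95% of aged cells had a UMI of it. Its ratio in *Ednrb* cells was 1.11 (95% interval 0.876 to 1.39). The protocadherin genes went both ways. In *Ptprb* cells, *Pcdh1* (1.29-fold, 95% interval 1.15 to 1.45) and *Pcdhga12* (1.52-fold, 95% interval 1.21 to 1.91) were higher in aged ventilated cells, *Pcdh17* was lower (368 and 270 CPM, log2 ratio -0.45), and the intervals of *Pcdh12*, *Pcdhgc3* and *Pcdhgc4* included 1. In *Ednrb* cells, *Pcdh1* was higher (log2 ratio 0.32), and *Pcdh17* (log2 ratio -0.91) and *Pcdhgc4* (log2 ratio -0.90) were lower.

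**Figure D2:**
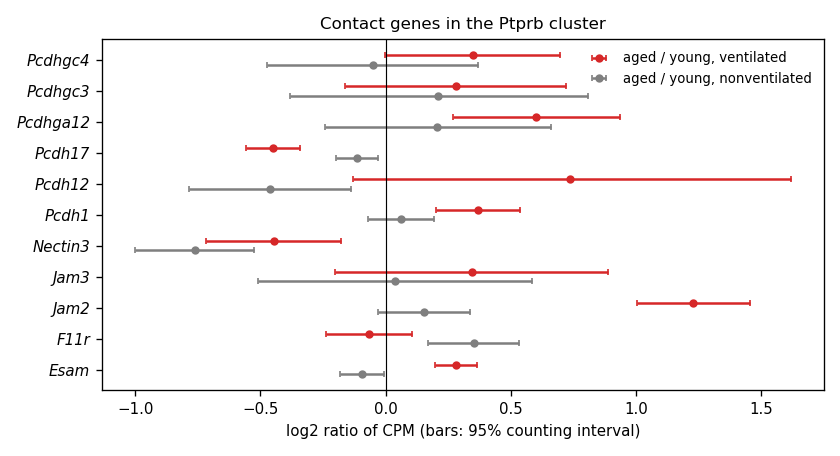
Log2 ratio of aged over young in the *Ptprb* cluster, ventilated and nonventilated, with 95% counting intervals, for *F11r*, *Jam2*, *Jam3*, *Esam*, *Nectin3* and the protocadherin genes of the cell-cell contact list. Over all 39 list genes expressed in this cluster, most of which are not drawn, the median was 0.19 in ventilated and -0.011 in nonventilated cells.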

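With the genes shown in Figure 13 left out of the list, since the study picked them on these libraries, the median log2 ratio of aged over young ventilated cells was 0.080 over 29 genes in the *Ptprb* cluster (95% interval 0.017 to 0.16, the 91.85 percentile of the random lists) and 0.071 over 25 genes in the *Ednrb* cluster (95% interval -0.022 to 0.20, the 43.99 percentile). The former rose to 0.21 at a resolution of 0.5. From the leak and the junctions of isolated aged microvascular endothelial cells and from the cell-cell contact genes, the paper proposes that adhesion between capillary endothelial cells is involved in the vascular leak. From the mediators and the macrophage responses, it proposes a blunted activation of alveolar macrophages with age.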

To assess whether the defects observed in aged versus young pulmonary microvascular endothelial cells (PMVEC) were due specifically to changes within these cells versus within the microenvironment, PMVEC were isolated and cultured in vitro to assess their ability to form a barrier (Figure 14). Analysis of barrier function through measurement of albumin flux across a transwell system revealed a significant increase in permeability in PMVEC isolated from aged versus young mice under basal conditions (Figure 14A). Moreover, immunocytochemical analysis of both VE-cadherin (adherens junctions) and claudin-5 (tight junctions) identified disrupted localization along the periphery of PMVEC from aged mice under basal conditions; this was in stark contrast to continuous and smooth signaling present in the PMVEC from young mice (Figure 14B).

## Discussion

The primary goal of our study was to investigate the effect of aging on the pulmonary responses during mechanical ventilation. Overall, the hypothesis that aging leads to alterations in surfactant function, inflammatory signaling, and microvascular permeability within the lung during mechanical ventilation was supported by the findings, specifically the impaired surfactant function, diminished inflammation, and augmented microvascular leak observed in aged versus young mice. Experimentally, we utilized mice of 2–3 months of age and mice that were 22 months old. These ages are comparable with approximately 20 and 65 years old in humans. Mice were ventilated at a high tidal volume of 20 mL/kg, which is higher than the volumes used in clinical practice in humans. Although lung mechanics were not measured in the current study, the high tidal volume appeared to be well tolerated over 3 hours in both age groups, as illustrated by our oxygenation data, peak inspiratory pressures, and histological assessments, consistent with the literature (66). It was rationalized that such a high tidal volume would lead to overstretching of the lung and reflect the effect of mechanical ventilation over a relatively short period of time on injured lungs, such as those found in patients with ARDS. This is a strategy that has been extensively employed in many studies using healthy animals to mimic injury that may occur over prolonged periods with lower tidal volumes in humans, where an underlying injury is present (13, 14, 16). Given that mechanical ventilation is a common therapeutic used in a variety of respiratory diseases where oxygenation is impaired, we opted to not induce an initial insult or infection to allow us to examine direct mechanisms associated with aging and lung injury induced by mechanical ventilation. For the outcomes, we combined traditional biochemical methods with scRNA-Seq to provide a comprehensive assessment of various pathophysiologies in young and aged mechanically ventilated mice, which, to our knowledge, allowed for the generation of novel data. Overall, these experimental conditions allowed us to test our hypothesis and potentially extrapolate our data to the clinical situation in humans.

The main, unanticipated outcome of our study was the differential effect of aging on the 3 pathophysiological mechanisms. In general, when examining the literature, increased severity of lung injury is associated with more pronounced surfactant dysfunction, increased inflammation, and greater vascular leak and edema formation (1, 30, 36, 40, 67–69). Based on the fact that the elderly have worse outcomes from ARDS requiring mechanical ventilation, it was therefore anticipated that each of these pathophysiological processes would be more severe in our mechanically ventilated aged mice. However, the pattern of the observed changes was distinct for each of these processes. First, the inflammatory response was significantly lower in aged mice compared with young. Second, no differences were observed in the surfactant pools due to ventilation, but the gene expression of *Sftpa1* (relative to nonventilated) and *Sftpb* (relative to young ventilated) were decreased in aged ventilated animals. Furthermore, surfactant dysfunction was exacerbated in the aged mice following ventilation, which was associated with minimal differences observed at the level of the transcriptome of the surfactant producing alveolar type II cells. Lastly, vascular protein leak was significantly increased in aged versus young mice. While lung edema was not directly assessed in this work, other studies have demonstrated that injurious ventilation leads to increased vascular protein leak within the lung, which subsequently can promote pulmonary edema formation (8, 70). Additionally, protein and immunoglobulin levels within the bronchoalveolar lavage fluid have been positively correlated with lung wet/dry ratios following mechanical ventilation (62). It has been extensively demonstrated in the literature that increased pulmonary vascular leak and lung edema can contribute to inactivation of surfactant (33, 44–46). This, possibly in conjunction with alterations in SFTP expression, is likely what mediated the surfactant dysfunction in our aged animals following mechanical ventilation, despite the absence of major changes to surfactant amounts or to the surfactant-producing alveolar type II cells. Notably, these patterns were observed at both the biochemical level and within our scRNA-Seq data. Collectively, this supports the conclusion that aging leads to increased vascular leak following mechanical ventilation, independent of an augmented inflammatory response or alterations to the surfactant system.

The above interpretation that the surfactant system and inflammation did not affect permeability implies that the altered vascular response to ventilation is due to other age-related processes. Both examination of isolated PMVEC and examination of our scRNA-Seq data indicate that cell-cell adhesion between capillary endothelial cells may be involved. First, we observed enhanced protein leak in isolated aged PMVECs as compared with young cells that was associated with impairments in developing appropriate cell-cell adherens and tight junctions. Second, whereas the scRNA-Seq dataset showed many similar pathways that were enriched between the young and aged animals following ventilation, homing in on the specific cell-cell contact pathways showed an overall increase in enrichment of many cell-cell adhesion molecules in aged animals compared with young. While initially counterintuitive, these findings may suggest that the capillary endothelial cells in the aged ventilated animals are more readily activated and susceptible to damage and are subsequently upregulating genes involved in cell-cell adhesion in a compensatory manner to promote vascular barrier repair following mechanical ventilation. Therefore, our second conclusion is that an age-dependent predisposition to impaired endothelial barrier formation, due to impaired cell-cell junctions, causes an increase in vascular leak due to mechanical ventilation.

Although our data on inflammation do not provide insight into a potential susceptibility of the elderly to mechanical ventilation, we observed a general decrease in inflammatory mediators in aged animals. This finding was supported by mRNA and protein data for a selection of mediators, indicating a broad and robust difference in inflammation, rather than an effect related to a specific mediator — a concept that was supported by the scRNA-Seq alveolar macrophage data. Certainly, we are not the first to see a blunted inflammatory response with age. In fact, an age-dependent blunted inflammatory response to stretch at acute time points has been shown in an in vitro system (71), supporting our in vivo findings. One suggested mechanism to explain this is the idea of inflammaging: the age-related increase in proinflammatory cytokine levels in blood and tissues under baseline conditions (48, 51), followed by immune exhaustion or immunosenescence in response to a subsequent injury (49, 50). Taken together, these data suggest an overall suppressed inflammatory response in the aged mouse lungs compared with young when exposed to mechanical ventilation, which is likely driven by blunted activation of the alveolar macrophages. While other studies have identified increased vascular leak with age following mechanical ventilation, our study was the first to our knowledge to identify this response in the absence of elevated inflammation (13–16).

Interestingly, additional in vivo studies assessing the effects of aging during mechanical ventilation, with or without an initial insult, have found enhanced inflammation with age, as assessed by proinflammatory cytokine quantification in the serum and within the lung, as well as neutrophil infiltration within the airspaces (13–15, 17). Potential reasons for this discrepancy in inflammatory signaling with age during mechanical ventilation may have been due to different animal models and ages, different time points, and different ventilation parameters. From our data, basal scRNA-Seq differences between the young and aged nonventilated mice indicated an overall increase in activation of the alveolar macrophages, which is supportive of inflammaging. A subsequent overall blunted mechanical ventilation response with age with respect to cytokine signaling, immune activation, and cell-cell communication pathways associated with secreted signaling from alveolar macrophages, further supports the mechanism of immune exhaustion.

Another relevant mechanism to consider is the beneficial role of inflammation and how this is affected with age. In particular, acute inflammation has been extensively demonstrated to promote the initiation of wound healing (72–75). This includes recruitment of cells like macrophages to remove neutrophils as well as promote angiogenesis, fibroblast proliferation, and extracellular matrix production (76). Consequently, alveolar macrophages have been shown to promote lung repair following injury (77, 78). Our data may suggest a role for aging in attenuating alveolar macrophage–mediated acute inflammation, which may be affecting potential reparative mechanisms following mechanical ventilation. However, given the highly acute nature of this study, it is challenging to parse out the contribution of reparative or injurious inflammatory signaling.

Speculating on the implications of our findings toward the human setting, it appears that, at least of the 3 pathophysiological pathways explored in this study, the main process that may lead to increased susceptibility to greater morbidity during mechanical ventilation in the elderly is vascular permeability. There are currently no treatments that mitigate vascular permeability within the lung; however, augmented vascular permeability has been identified in many serious diseases, such as traumatic injury, sepsis, and shock (79–83). The prevalence of vascular permeability as a common pathophysiological process in these diseases has led to ongoing research into potential prophylactic and therapeutic treatments with limited success (83), leading to the potential of future treatment to rescue microvascular barrier function within the lungs of aged individuals undergoing mechanical ventilation.

While our study utilizes a number of complementary approaches to assess the effect of age on mechanical ventilation in vivo, there are several limitations, such as the use of only male mice and a high, injurious tidal volume. Additionally, our model of mechanical ventilation only utilized a single time point of 3 hours, which is considered an acute injury and may not capture the ongoing propagation of injury that occurs with VILI over extended periods of time. Finally, since our focus was on the effect of mechanical ventilation alone, there was no initial primary injury or infection. While this does not completely recapitulate the clinical scenario, it enabled a focus on the specific mechanisms of injury associated with stretch and the overdistension that occurs with mechanical ventilation. Future studies will be focused on addressing these limitations, especially focusing on the role of biological sex. Additionally, future work will also begin to explore the role of other cell types that may be involved in the altered permeability, such as fibroblasts, monocytes, pericytes, and alveolar type I cells. While not within the scope of the current study, assessing the effects of age on the response of the alveolar type I cells to mechanical ventilation will be particularly crucial, as they are also known to be implicated during VILI, leading to loss of epithelial barrier function (26).

In summary, our study aimed to elucidate the effect of aging on pulmonary responses during mechanical ventilation. The findings support the hypothesis that aging alters these responses, particularly highlighting impaired surfactant function, reduced inflammation, and increased microvascular leak in aged mice compared with young mice. Utilizing both traditional biochemical methods and scRNA-Seq, we provided a comprehensive assessment of these pathophysiological changes. The data suggest that aging leads to increased vascular leak independent of a hyperinflammatory response or robust alterations in the surfactant system. We suggest that age-related changes in PMVECs, specifically in cell-cell adhesion mechanisms, contribute to the increased vascular leak observed in aged mice. These findings offer insights into the cellular and molecular mechanisms underpinning age-related susceptibility to lung injury during mechanical ventilation and may inform future therapeutic strategies.

## Methods

### Sex as a biological variable.

The current study was performed exclusively in male mice for practical reasons related to maintenance of our aging mouse colony during the COVID-19 pandemic. The limitation of using only male mice is considered in the interpretation of the results. While clinical data suggest that females are more susceptible to injury from mechanical ventilation, it is unknown whether the findings are relevant for female aged mice (84).

### Animal model of aging.

C57BL/6 male mice from Charles River Laboratories were aged to 22 months under controlled conditions (standard light-dark cycles, temperature, humidity, and group-housing) within our institutional animal facility. Obesity has been shown to be associated with augmented proinflammatory responses, elevated risk of ARDS, changes in respiratory mechanics, alterations on pulmonary function during mechanical ventilation, and vascular damage (85–89). Consequently, the mice were fed a food-restricted diet with a gradual reduction to 70% ad libitum, to maintain body weight, as described previously (90).

### Model of mechanical ventilation.

Details of this model have been previously reported (91). Briefly, the young (2–3 months) and aged (22 months) mice were randomized to either the nonventilated control or mechanical ventilation group. Ventilated mice were anesthetized using ketamine hydrochloride (100 mg/kg) and medetomidine (50 mg/kg) and received 1.5 g of buprenorphine s.c. for analgesia. Arterial and venous vascular lines were set up for arterial blood gas measurements and administration of Ringer’s lactate fluid (0.2 mL/hour in the right jugular vein and 0.1 mL/hour in the carotid artery). A Harvard MidiVent mechanical ventilator (Harvard Apparatus) was connected via an endotracheal tube. Mice were ventilated for 3 hours at a respiratory rate of 150 breaths/min, a positive end expiratory pressure (PEEP) of 0 cm H_2_O, and a fraction of inspired oxygen (FiO_2_) of 1.0. The tidal volume was set at 20 mL/kg, to correct for variable body weights, up to a maximum of 0.6 mL, such that all the mice weighing 30 g and more received a tidal volume related to an estimate of lean body weight. Notably, a tidal volume of 20 mL/kg is considerably higher than clinically relevant values, but this volume was utilized to initiate tissue injury within the animals, with the consideration that mice are more resistant to VILI (66). Since preexisting damage would lead to areas of lower lung compliance that would promote overstretching of alveoli in healthier, higher compliance areas, and since this study was solely focused on mechanical ventilation in the absence of underlying injury, an initial insult was not conducted in the animals. Baseline physiological values were noted, and pulmonary blood gases and peak inspiratory pressure were measured throughout. Nonventilated controls were naive mice that did not undergo the above procedures.

### Lung fixation, H&E staining, and histological analyses.

Lungs were harvested and fixed by inflating to 25 cm H_2_O with 10% formalin. Following 24 hours, lungs were rinsed in PBS, dehydrated through an alcohol series, and embedded in paraffin wax for sectioning. H&E staining was carried out, and sections were imaged for analysis. Lung injury scores were calculated by a blinded pathologist according to the criteria outlined by the American Thoracic Society for assessment of experimental acute lung injury in animals (alveolar space neutrophils, interstitial neutrophils, hyaline membranes, proteinaceous debris, and septal thickening) (60). Alveolar septal measurements were taken in central and peripheral regions from 4 lobes of each mouse. Specifically, 3 measurements were taken around the center of the lobe near major airways, if present, as well as around the periphery of the lung lobes, defined as approximately 3 alveolar spaces from the pleura without septal thickening. Quantification of alveolar septal thickness was performed using QuPath. Values obtained from the young nonventilated animals were considered as the baseline, with septal measurements greater than 2 SDs from the mean of the baseline being considered as significantly thickened. Based on this, the proportion of alveolar regions with thickened septa from each mouse was assessed.

### Generation of single-cell suspensions from whole mouse lung.

A separate cohort of mice was euthanized via i.p. injection of pentobarbital sodium. The pulmonary vasculature was flushed with sterile PBS through the right ventricle of the heart. The lungs were removed, and the left lobe was isolated and minced to small pieces (approximately 1–3 mm^2^). The tissue pieces were transferred into a 15 mL falcon tube with 3mL RPMI media (Thermo Fisher Scientific, 21870076) containing 10% fetal bovine serum (FBS), 1% penicillin-streptomycin, and the digestion enzymes Liberase (400 μg/mL; MilliporeSigma, 5401127001) and DNase I (400 μg/mL; MilliporeSigma, DN25). The tube was placed on an end-to-end rotator and incubated at 37°C for 30 minutes. Following incubation, the enzymatic digestion was stopped using 100 mM EDTA at 37°C for 5 minutes. Dissociated cells in suspension were passed through a 100 µm cell strainer into a 50 mL Falcon tube with an additional 5 mL of ice-cold 2 mM EDTA in complete DMEM (DMEM supplemented with 10% FBS and penicillin-streptomycin). Centrifugation was performed at 300*g* at 4°C for 10 minutes. The resulting supernatant was discarded, and the cell pellet was resuspended in 10 mL of fresh ice-cold complete DMEM, with an aliquot being taken to perform cell counts. Centrifugation was performed again at 300*g* at 4°C for 10 minutes, followed by removal of the supernatant and resuspension of the cell pellet in fresh ice-cold complete DMEM at a concentration of 1 mL per million cells counted. An additional aliquot was taken for cell counts and viability assessments using trypan blue, concomitantly with centrifugation at 300*g* at 4°C for 10 minutes. The resulting supernatant was discarded, and cells were resuspended in ice-cold Cryostor CS10 freezing media (Stemcell Technologies, 07930) at a concentration of 2 million cells/mL. Cells were transferred to cryovials, incubated at 4°C for 10 minutes, and then transferred to an isopropanol cooling container and placed in a –80°C freezer overnight. Cryovials were then transferred the following day to a liquid nitrogen storage tank for long-term storage until all samples were collected. Samples were then rapidly thawed from cryopreservation, washed with 40 mL of ice-cold PBS with 0.5% BSA, and centrifuged at 300*g* at 4°C for 10 minutes. The supernatant was removed, and the cell pellet was resuspended in 200 μL of PBS with 0.5% BSA. Cell counts and viability were determined using trypan blue, and then samples from each treatment group were proportionately pooled to a final count of 5,000 cells for each treatment. Individual samples with less than 80% viability were excluded. This resulted in pooled samples from cell suspensions isolated from 3 animals for each treatment group, which were subsequently used for library preparation.

### Single-cell RNA library preparation and scRNA-Seq.

The isolated mouse pulmonary cells were used for cDNA generation, amplification, and chromium library construction using the 10x Chromium Next GEM Single Cell 3′ Kit v3.1 according to the manufacturer’s protocol (10x Genomics, PN-1000269), which was performed at the Lawson Single Cell Barcoding Facility. Sequencing of the cDNA libraries was performed on the Illumina NextSeq 500 at the London Regional Genomics Centre. The average read depth was 51,767 reads per cell.

### Bioinformatic processing of scRNA-Seq reads.

Sequencer files were converted into FASTQ files and uploaded to the 10x Genomics Cloud Analysis web browser tool. The Cell Ranger Count v7.0.0 pipeline was used to align reads to the reference mouse mm10 2020-A genome and generate feature-barcode matrices for each sample. Output files for each treatment were then combined using the Cell Ranger Aggregate v7.0.0 pipeline. Initial filtering, barcoding, and UMI counting were done using Cell Ranger 7.0.0 and the 10x Genomics recommended default parameters.

### scRNA-Seq data analysis.

Feature-barcode matrices were read into the Seurat package (Version 5.1.0) in RStudio (Version 4.2.2), and analysis was performed. To ensure that cellular barcode data corresponded to viable cells, quality control was performed based on 3 covariates commonly used in the literature (92). First, barcodes were excluded if they contained fewer than 200 genes (likely dying cells) and more than 5,000 genes (likely doublets). Second, cells with greater than 10% mitochondrial transcripts were excluded (likely lysing cells with leaking cytoplasmic RNA). Last, only cells with RNA counts that fell within the ninety-third percentile of all other cells being analyzed were included to omit any major outliers. Data from the remaining cells that passed quality control were subsequently normalized using *LogNormalize* to 1 million reads per cell and scaled. The *FindVariableFeatures* function and variance-stabilizing transformation was used to identify the top 2,000 variable genes. Using Seurat’s *RunPCA()* function, principal component analysis was performed to reduce the dimensionality of the data. Elbow plot and jackstraw plot analysis was used to identify the optimal number of principal components to represent a rigorous compression of the dataset, which was found to be the first 37 independent components. From there, k-nearest neighbor and the Louvain modularity optimization algorithm was used through the Seurat *FindClusters()* function to cluster cells together and generate uniform manifold approximation and projection visualization of the data. Unsupervised clustering was performed using *FindNeighbors* and *FindClusters*, with a cluster resolution = 0.18. The *FindAllMarkers()* function was used with a log fold-change threshold of 0.5 to identify the genes unique to each cluster and establish cluster-specific marker genes. Manual annotation of the clusters was performed using the cluster-specific marker genes in combination with online databases (93–95) and the literature (61, 65). Given their role in the pathophysiological processes known to occur in VILI, namely surfactant dysfunction, inflammation, and microvascular barrier dysfunction, a particular emphasis was placed on analyzing alveolar type II cells, alveolar macrophages, and the capillary cell populations. Differential gene expression analysis between treatment groups was performed using *Seurat’s FindMarkers()* function with either the DESeq2 (96) or the default Wilcoxon rank sum tests. GO pathway analysis was performed using Metascape (97); only genes with an adjusted *P* value less than 0.05, and a log_2_ fold-change greater than 0.5, between groups were included. Last, the CellChat (Version 2.2.2) (98, 99) package in R was utilized to infer cell-cell communication pathways using the provided mouse database. The *identifyOverExpressedGenes* and *identifyOverExpressedInteractions* functions were used to determine overexpressed genes and ligand-receptor interactions. Cell-cell communication probabilities were computed using *computeCommunProb* and *triMean*, with a significance threshold set to 0.05. Unless otherwise stated, all scRNA-Seq analysis performed in RStudio was conducted with the default statistical tests built into Seurat and CellChat.

### Collection of fluids and tissues and biomolecular analyses.

Bronchoalveolar lavage fluid was collected from a separate cohort of ventilated animals and processed, as previously described (34, 100–102). Briefly, lungs were lavaged through the endotracheal tube with 3 boluses of 1 mL of saline. The total lavage fluid was collected and centrifuged at 150*g* for 10 minutes at 4°C to pellet and separate out cells and debris. An aliquot of the supernatant was then collected for protein quantification and assessment of various cytokines by multiplex analysis (MilliporeSigma), including IL-6, CCL2, CSF2, IL-1β*,* CXCL2, CXCL1, IFNγ, IL-10*,* IL-12p70, and TNFα. A separate aliquot of serum from the animals was also collected for analysis of the same cytokines. Lung tissue was collected for qPCR analysis of cytokine and SFTP expression. Lungs from a separate cohort of control animals were also used to measure baseline expression of these cytokines and SFTPs.

### Quantification and biophysical analysis of surfactant.

A separate aliquot of lavage fluid collected above was centrifuged at 40,000*g* for 15 minutes to separate out surfactant subtypes; the supernatant contained the small aggregates while the pellet, which was resuspended in 300 μL of 150 mM NaCl, contained the large aggregates. Quantification of the surfactant phospholipid pool size was performed through lipid extraction using the Bligh & Dyer method, followed by a phosphorus assay, as previously described (103, 104). Large aggregates were resuspended at a phospholipid concentration of 2 mg/mL (140 mM NaCl, 2.5 mM HEPES, and 1.5 mM CaCl_2_ [pH 7.4]), and minimum surface tension was assessed over 20 compression/expansion cycles using a constrained drop surfactometer, as done previously (31, 105, 106). Briefly, 8.5 μL of the surfactant sample was pipetted on the pedestal in an environmentally controlled chamber set at 37°C. A small capillary in the middle of the pedestal was attached to a computer controlled 2.5 mL Hamilton syringe (Hamilton Co.), which was filled with distilled water. After waiting 2 minutes, the surface film of the drop was compressed and expanded through controlled movement of water into and out of the pedestal via the syringe for a total of 20 compression/expansion cycles, at 1 cycle every 1.5 seconds. A camera took pictures of the samples at 15 frames per second as they underwent dynamic changes. Images were then analyzed using the Axisymmetric Drop Shape Analysis computer software program to measure surface tension and surface area based on the shape of the drop throughout the compression/expansion cycles.

### Assessment of pulmonary microvascular permeability in vivo.

Pulmonary microvascular leak was assessed by measuring total protein and levels of the serum exclusive protein, IgM, in the lavage fluid. While lung edema was not directly assessed, both total lavage protein and lavage immunoglobulin levels have been shown to correlate with lung wet/dry ratios, which is commonly used to assess pulmonary edema (62). Total protein in the lavage fluid was determined using a Micro BCA protein assay reagent kit (Pierce Chemical Company, Biolynx Inc.). Total IgM abundance was quantified within the lung lavage fluid by DuoSet ELISA according to the manufacturer’s protocol (Thermo Fisher Scientific, 88-50470).

### PMVEC isolation.

PMVEC were isolated from the lungs of separate cohorts of young and aged nonventilated C57BL/6 mice, as described previously (107, 108). Briefly, the lungs were isolated, finely minced, and digested with collagenase, followed by incubation with CD31 (platelet endothelial cell adhesion molecule [PECAM]) MicroBeads (Miltenyi Biotec, 130-097-418). PMVEC bound to and captured by the microbeads were washed and suspended in DMEM growth medium containing 1 g/L D-glucose, L-glutamine, 110 mg/L sodium pyruvate, and phenol red (Thermo Fisher Scientific, 11885084), supplemented with 20% FBS (Thermo Fisher Scientific, 12483-020) and penicillin-streptomycin (Thermo Fisher Scientific, 15140122). Cells were then seeded in gelatin-coated cell culture flasks and grown to approximately 90% confluence. To assess purity, PMVEC were stained with anti-mouse antibodies against CD31 (BioLegend, 102422), CD34 (BioLegend, 128610), CD146 (BioLegend, 134706), and CD202b (BioLegend, 124010) conjugated to Pacific blue, phycoerythrin, fluorescein isothiocyanate, or allophycocyanin, respectively, and assessed by flow cytometry (easyCyte Guava 12HT; MilliporeSigma). Following this protocol yielded 99% homogeneous PMVEC isolates, which were likely an initial mixture of both capillary type I (aerocyte capillary) and type II (general capillary) cells. Given their abundant proliferation, however, the overall culture probably became enriched for capillary type II cells over time, as these cells are known for their progenitor-like properties (63). PMVEC were cultured for experiments from passages 4 to 10, with media being changed every 2 days.

### Assessment of PMVEC barrier integrity.

Macromolecular flux as a measure of PMVEC barrier integrity was examined, as described previously (107, 109). Briefly, PMVEC were seeded at a concentration of 5.0 × 10^4^ on gelatin-coated 24-well cell culture inserts (3.0 μm pore, VWR) in full DMEM. Cells were grown and monolayer integrity was assessed every second day by measuring transendothelial electrical resistance (TEER; EVOM2 Endothelial Voltohm-meter; World Precision Instruments), with media being changed immediately afterward. PMVEC monolayer TEER was corrected for using an empty insert. The PMVEC barrier was considered to be intact and ready for experiments once the TEER stabilized. Levels of trans-PMVEC macromolecular flux were measured using Evans blue–labeled albumin (BSA, 33.5 μg total in 250 μL; MilliporeSigma), which was added to the upper chamber of the cell culture insert. Following 1 hour, inserts were removed and the conditioned media from the lower chamber were collected and measured through absorbance (620 nm) compared with a standard curve (Victor3 multilabel microplate reader, PerkinElmer Inc.). Values were normalized to average levels seen in the PMVEC monolayers isolated from young animals.

### Immunocytochemistry of junctional proteins.

PMVEC were seeded in 48-well plates coated with gelatin and grown to confluency. Cells were fixed with 200 μL ice-cold methanol for 15 minutes before being washed with PBS. Cells were then permeabilized with 0.1% Triton X-100 (VWR) and blocked using 3% BSA in PBS. The cells were then incubated with antibodies against VE-cadherin (rabbit polyclonal, 1:200 dilution, Abcam, 33168) or claudin-5 (rabbit polyclonal, 1:200 dilution, Abcam, ab15106) in 1% BSA in PBS for 1 hour at room temperature. Cells were washed with PBS and subsequently incubated with Alexa Fluor 594–conjugated IgG secondary antibody (donkey anti-rabbit polyclonal, 1:500 dilution, Invitrogen, A11037) at room temperature for 1 hour. Cells were counterstained using Hoechst 33342 in PBS (1:5,000 dilution; Invitrogen, H3570) and imaged at 200× original magnification by fluorescence microscopy (Zeiss Axiovert 200M Inverted Microscope, Carl Zeiss Canada). Exposure times and contrast levels were kept consistent between the young and aged PMVEC. Five images were taken at random locations within each experimental well, excluding the edges. Image analysis was performed using ImageJ (NIH).

### Statistics.

Data are presented as mean ± SEM. Statistical analyses were carried out using the 2-tailed unpaired Student’s *t* test, 1-way repeated-measures ANOVA, and 2-way ANOVA with Tukey’s test. Results were considered significant at *P* < 0.05.

### Study approval.

All animal experimental protocols, including the implementation of mechanical ventilation, were carried out in accordance with the Canadian Council on Animal Care guidelines for the care and handling of animals and were approved by the Western University Animal Care Committee (Animal Use Protocol nos. 2011-062, 2020-056, and 2020-136).

### Data availability.

The scRNA-Seq datasets generated and/or analyzed during the current study are available in the GEO repository (accession no, GSE274828; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE274828). Values for all data points in graphs are reported in the Supporting Data Values file. Other datasets are also available from the corresponding author upon reasonable request.

## Author contributions

AM, LW, CMP, LAM, AT, RAWV, and SEG conducted experiments. AM, LAM, AT, LJJM, SEG, and RAWV analyzed data. AM, AT, RAWV, LJJM, and SEG interpreted results of experiments. CTA, RAWV, and SEG designed research study. AM, AT, OB, RAWV, and SEG prepared figures. AM, RAWV, and SEG drafted the manuscript. AM, AT, RAWV, and SEG edited and revised the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
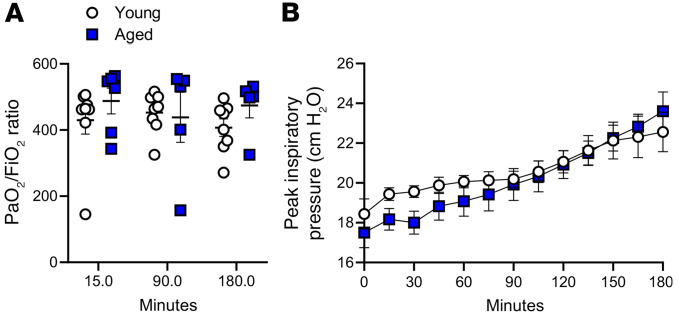
Effect of age on the physiological respiratory function during mechanical ventilation (20 mL/kg for 3 hours). (**A**) Throughout the time course of mechanical ventilation, no significant differences were observed in the PaO_2_/FiO_2_ ratio between the young and aged animals. (**B**) No significant differences were observed in peak inspiratory pressure. *n* = 8 (young) and *n* = 6 (aged). Unpaired *t* test and repeated-measures 1-way ANOVA were used.

**Figure 2:**
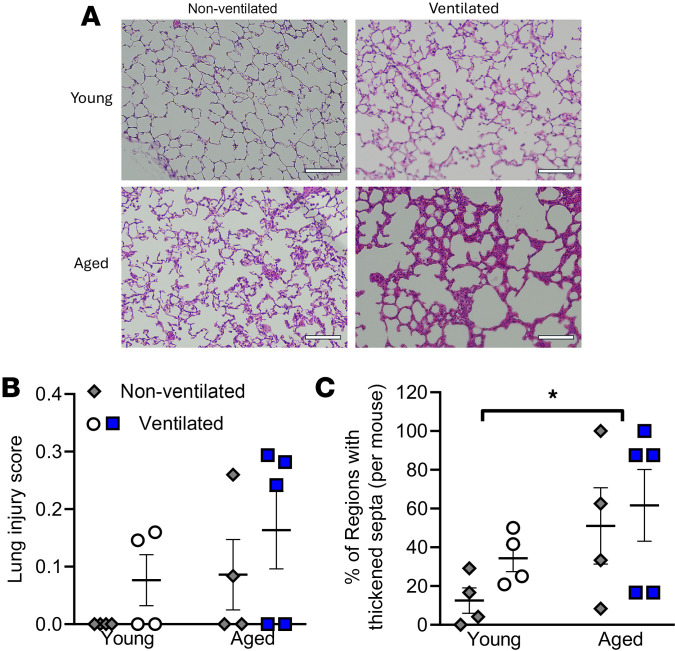
Lung histology, lung injury score, and alveolar septal thickness analysis of young and aged nonventilated and ventilated mice. (**A**) Representative images of lung histology show that, relative to young nonventilated lungs, ventilated and aged lungs, independently and in combination, appear to have thickened alveolar walls. (**B**) Although not significant, a trend toward increased injury was observed with ventilation and with aging. (**C**) A significant increase in the proportion of alveolar regions with thickened septa was observed with aging. *n* = 4–5; *P < 0.05; 2-way ANOVA with Tukey’s test. Scale bar: 100 μm.

**Figure 3:**
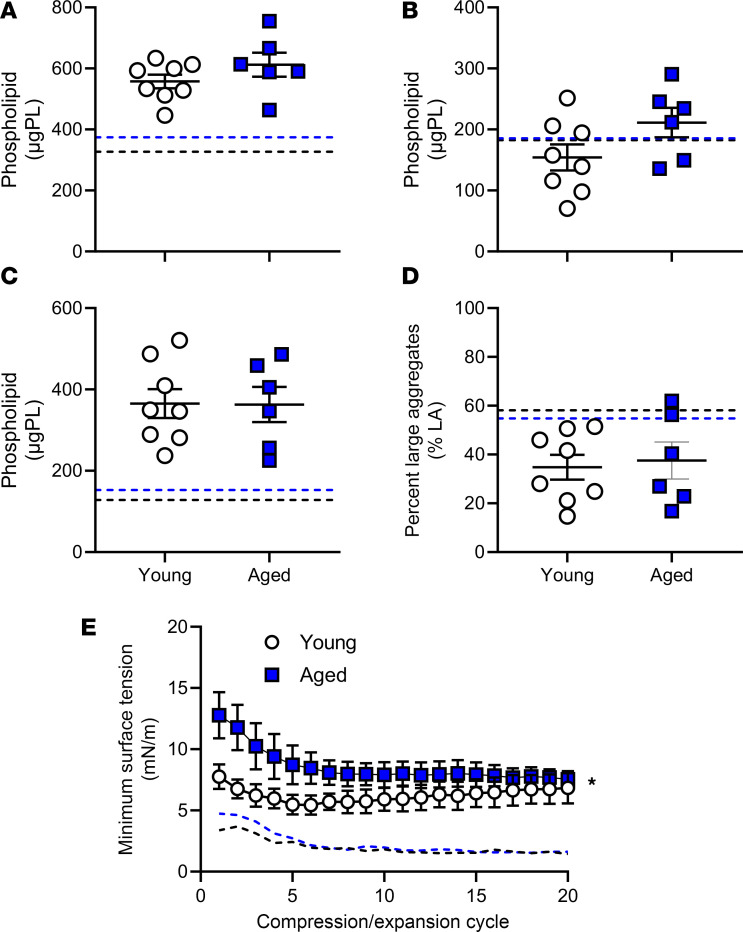
Effect of aging during mechanical ventilation on surfactant pool size and surfactant function. Values for nonventilated animals are included for reference from a previous study (52) and are indicated as dashed lines (black for young; blue for aged). (**A**–**D**) No significant differences were observed in total surfactant abundance (**A**), large (**B**) or small (**C**) aggregates, or percentage of large aggregates relative to total surfactant (**D**). There appeared to be an increase in minimum surface tension of surfactant in both young and aged mice when compared with historical controls (52). (**E**) The minimum surface tension of surfactant was significantly increased in aged versus young mice following ventilation. *n* = 5–8; *P < 0.05; unpaired *t* test and repeated-measures 1-way ANOVA.

**Figure 4:**
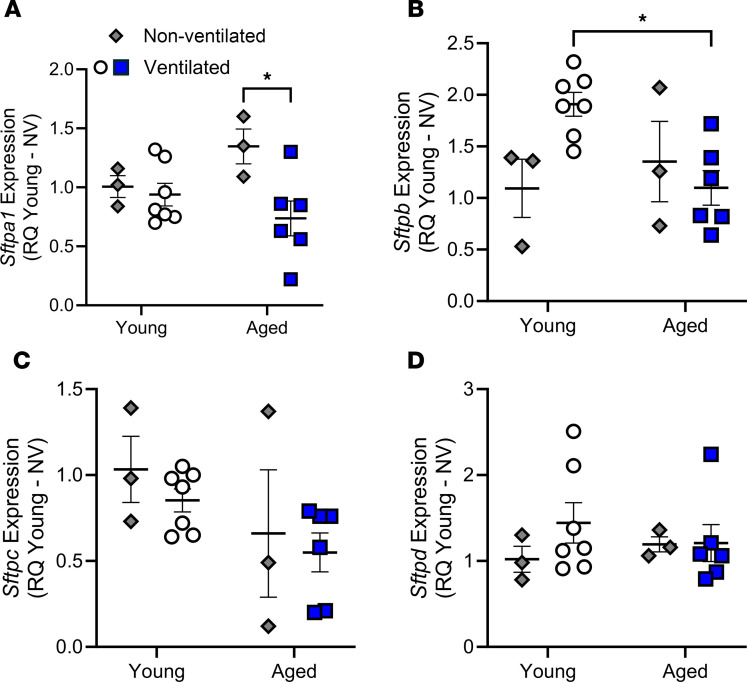
Effect of age and mechanical ventilation on SFTP expression. Following mechanical ventilation (20 mL/kg for 3 hours), the expression of *Sftpa1* (**A**), *Sftpb* (**B**), *Sftpc* (**C**), and *Sftpd* (**D**) was assessed by qPCR in whole lung tissue of young and aged mice. A significant reduction in *Sftpa1* was observed in aged ventilated compared with aged nonventilated mice (**A**). A significant decrease in *Sftpb* was also observed in the aged ventilated mice compared with young ventilated mice (**B**). No differences were observed in *Sftpc* (**C**) or *Sftpd* (**D**). *n* = 3–7; *P < 0.05; 2-way ANOVA with Tukey’s test.

**Figure 5:**
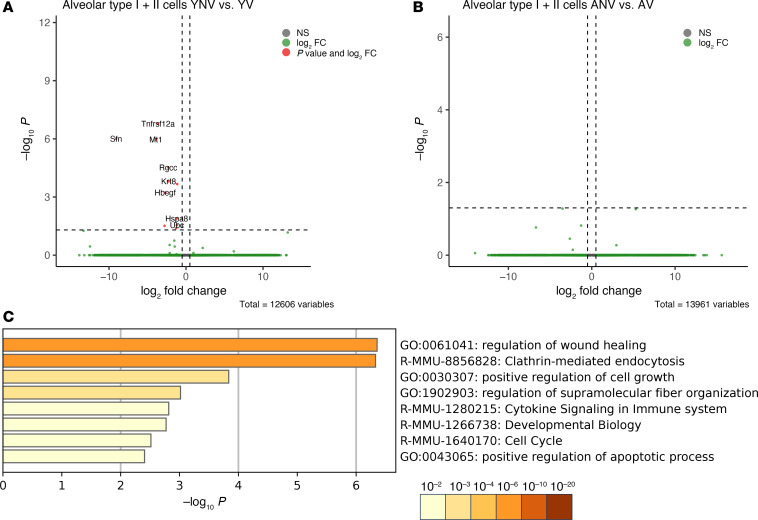
Effect of age on the transcriptomic response to mechanical ventilation in alveolar type I + II cells. (**A** and **B**) The volcano plot reveals only a few significantly differentially expressed genes in the young animals (**A**) and no significantly differentially expressed genes in the aged animals (**B**) following mechanical ventilation. (**C**) The heatmap highlights a few enriched pathways associated with cell activation that are found exclusively in the young animals following mechanical ventilation. Datasets were derived from *n* = 3 animals pooled per group. YNV, young nonventilated; YV, young ventilated; ANV, aged nonventilated; AV, aged ventilated.

**Figure 6:**
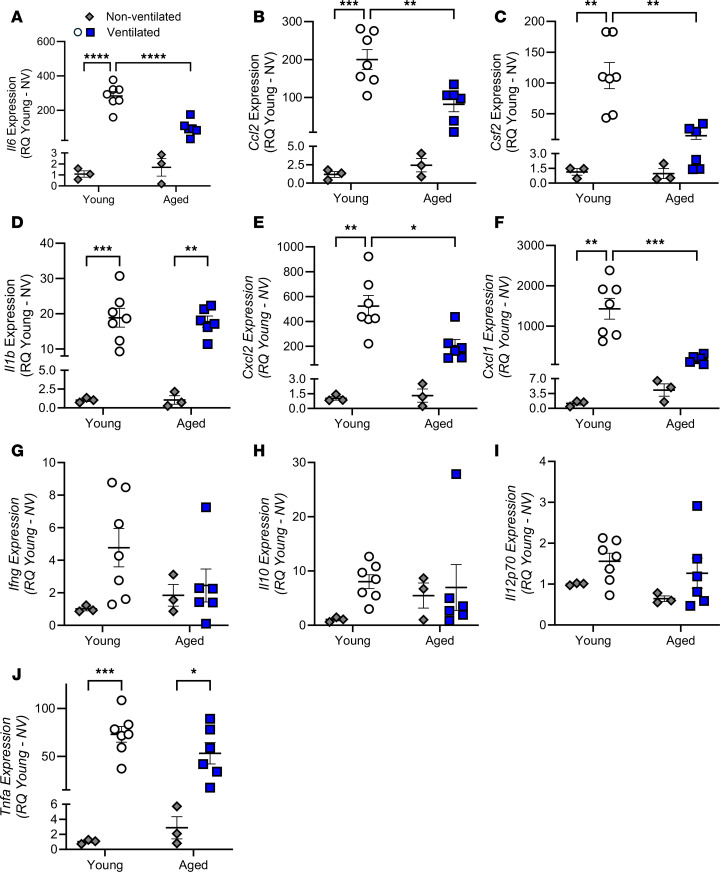
Effect of age and mechanical ventilation (20 mL/kg for 3 hours) on expression of inflammatory cytokines. (**A**–**J**) The expression levels of *Il6* (**A**), *Ccl2* (**B**), *Csf2* (**C**), *Il1b* (**D**), *Cxcl2* (**E**), *Cxcl1* (**F**), *Ifng* (**G**), *Il10* (**H**), *Il12p70* (**I**), and *Tnfa* (**J**) were assessed by qPCR in whole lung tissue from young and aged mice. *n* = 3–7. Significance is shown as *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; 2-way ANOVA with Tukey’s test.

**Figure 7:**
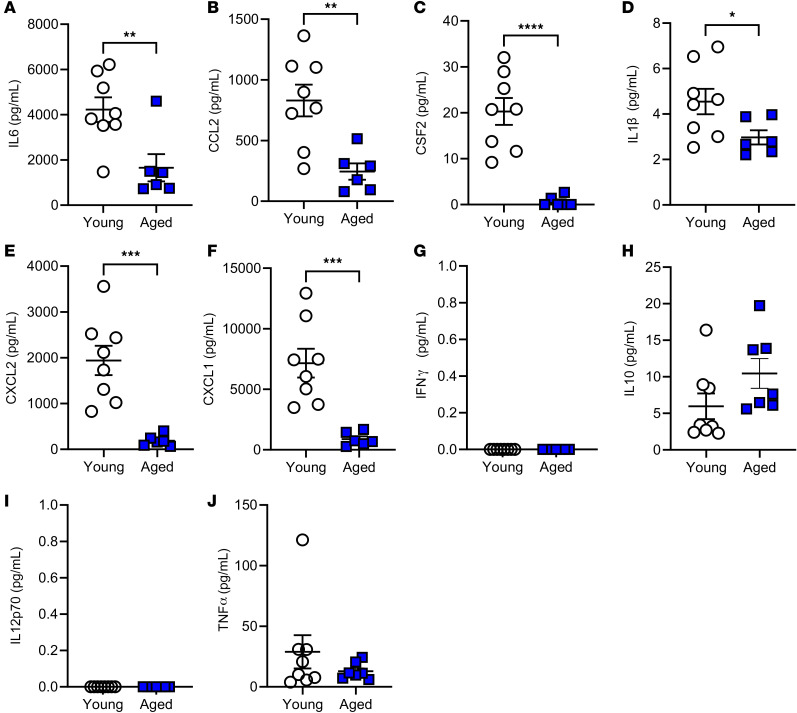
Effect of age during mechanical ventilation on inflammatory cytokine protein abundance within the serum. Following mechanical ventilation (20 mL/kg for 3 hours), multiplex analysis was performed to assess the abundance of IL6 (**A**), CCL2 (**B**), CSF2 (**C**), ILIβ (**D**), CXCL2 (**E**), CXCL1 (**F**), IFNγ (**G**), IL-10 (**H**), IL-12P70 (**I**), and TNFα (**J**) within the serum. *n* = 8 (young) and *n* = 6 (aged). Significance is shown as *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; unpaired *t* test.

**Figure 8:**
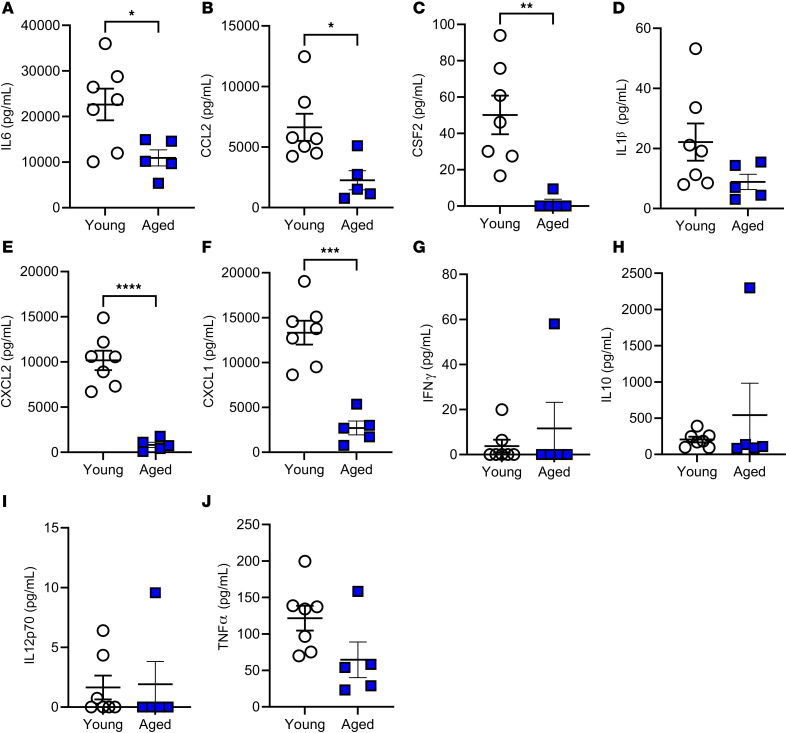
Effect of age during mechanical ventilation on inflammatory cytokine protein abundance within the serum. Following mechanical ventilation (20 mL/kg for 3 hours), multiplex analysis was performed to assess the abundance of IL6 (**A**), CCL2 (**B**), CSF2 (**C**), IL-1β (**D**), CXCL2 (**E**), CXCL1 (**F**), IFNγ (**G**), IL-10 (**H**), IL-12P70 (**I**), and TNFα (**J**) within the serum. *n* = 7 (young) and *n* = 5 (aged). Significance is shown as *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; unpaired *t* test.

**Figure 9:**
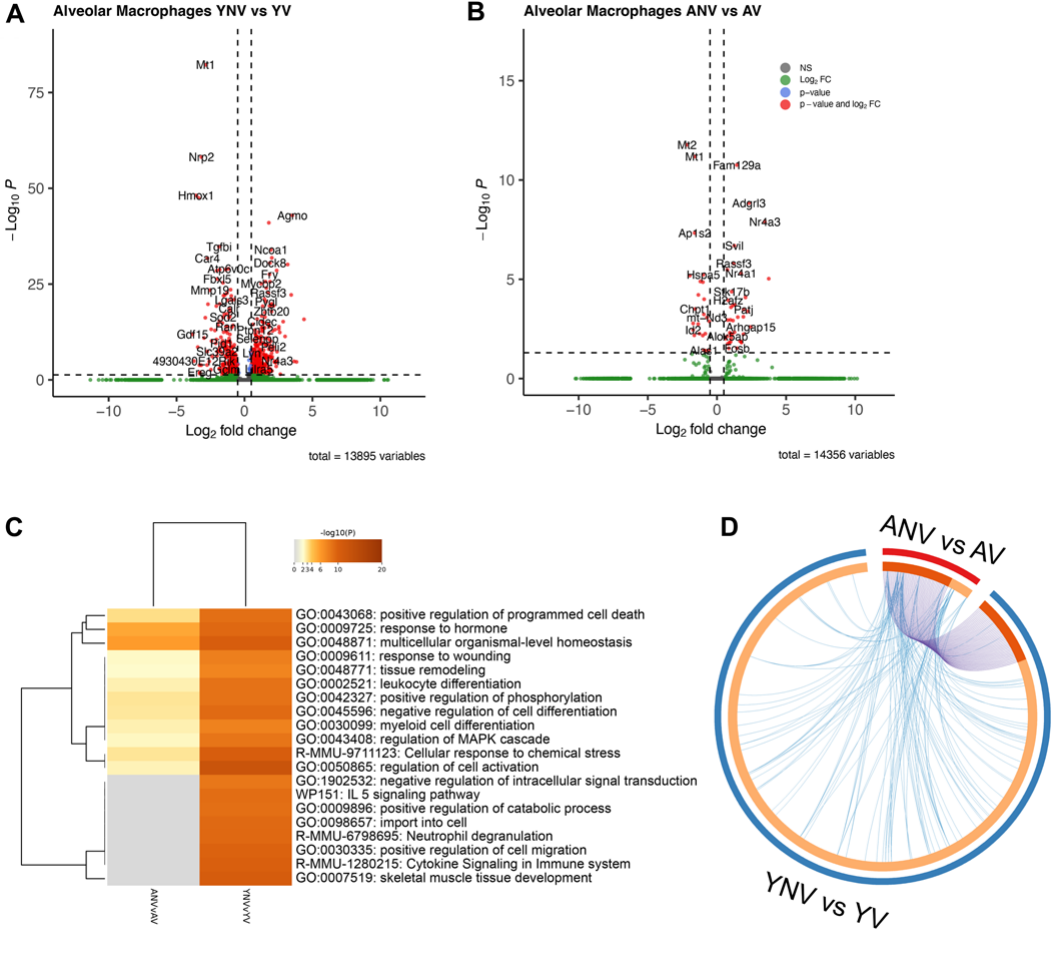
Effect of age on the transcriptomic response to mechanical ventilation in alveolar macrophages. (**A** and **B**) The volcano plots reveal many significantly differentially expressed genes in macrophages from the young animals following mechanical ventilation (**A**), with far fewer genes observed in the macrophages from the aged animals (**B**). (**C**) The heatmap highlighting enriched pathway terms regulated by differentially expressed genes in the alveolar macrophages demonstrates greater enrichment of inflammatory and activation pathways in the young mice exposed to mechanical ventilation, which is reduced in the aged mice. (**D**) The Circos plot displaying the degree of overlap of functional pathways between the young and aged animals in response to mechanical ventilation reveals high overlap of genes (blue lines) and pathways (purple lines) in the aged animals, as well as an abundance of genes and pathways exclusive to young animals. YNV, young nonventilated; YV, young ventilated; ANV, aged nonventilated; AV, aged ventilated.

**Figure 10:**
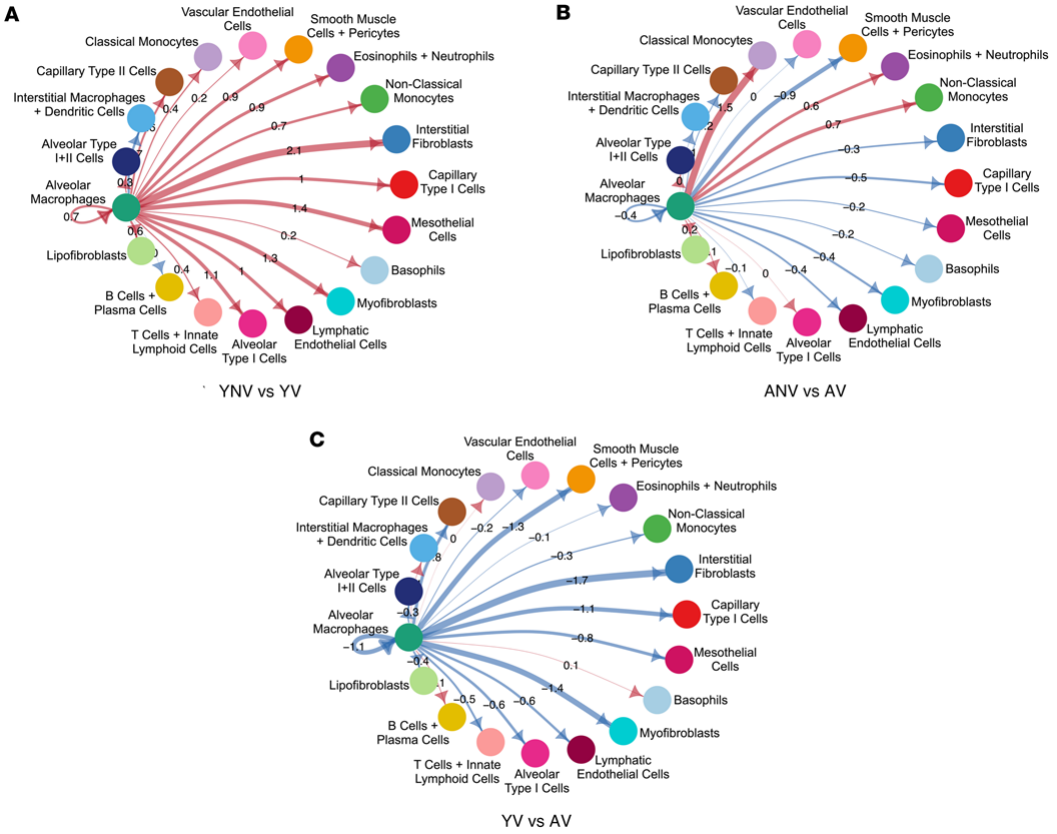
The effect of ventilation and aging on inferred secreted signaling originating from alveolar macrophages. (**A**) Inferred cell-cell communication analysis of secreted signaling pathways reveals an increase in communication from the alveolar macrophages to all other cell types in the young group following exposure to mechanical ventilation, as indicated by the red lines. (**B**) In contrast, the alveolar macrophages from aged animals exhibited a generally decreased response following mechanical ventilation, as indicated by the blue lines. (**C**) Comparison of the ventilated animals directly reveals an overall blunted response in the aged animals compared with young animals. Datasets were derived from *n* = 3 animals pooled per group. For circle diagrams (**A**–**C**), red lines indicate more signaling in second group relative to first group; blue lines indicate less signaling in second group relative to first group. YNV, young nonventilated; YV, young ventilated; ANV, aged nonventilated; AV, aged ventilated.

**Figure 11:**
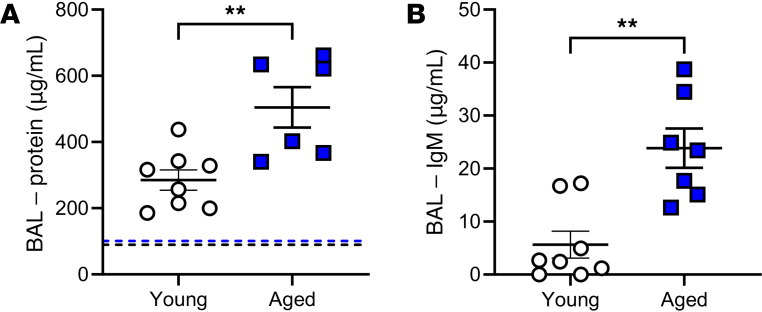
Effect of aging during mechanical ventilation on protein leak within the lung. Values for nonventilated animals are shown as reference from a previous study for the protein leak assessment (52) and are indicated as dashed lines (black for young; blue for aged). (**A** and **B**) Compared with young ventilated animals, aged ventilated animals exhibited a significant increase in protein (**A**) and IgM (**B**) in the bronchoalveolar lavage fluid. *n* = 8 (young) and *n* = 6–7 (aged). **P < 0.01; unpaired *t* test.

**Figure 12:**
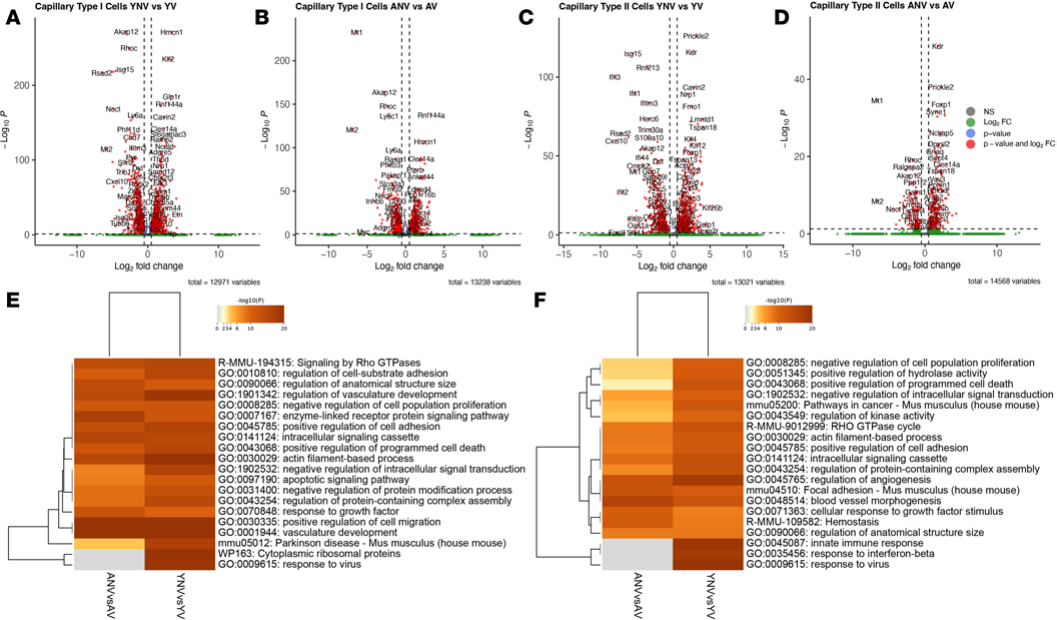
Effect of age on the transcriptomic response to mechanical ventilation in capillary type I and capillary type II cells. (**A** and **B**) The volcano plots demonstrate several significantly differentially expressed genes in the capillary type I cells following mechanical ventilation in both young (**A**) and aged animals (**B**). (**C** and **D**) The same trend was observed for capillary type II cells. (**E** and **F**) The heatmaps highlight several enriched pathways associated with vessel development and cell-cell adhesion in both the young and aged mice in both capillary populations. Datasets were derived from *n* = 3 animals. YNV, young nonventilated; YV, young ventilated; ANV, aged nonventilated; AV, aged ventilated.

**Figure 13:**
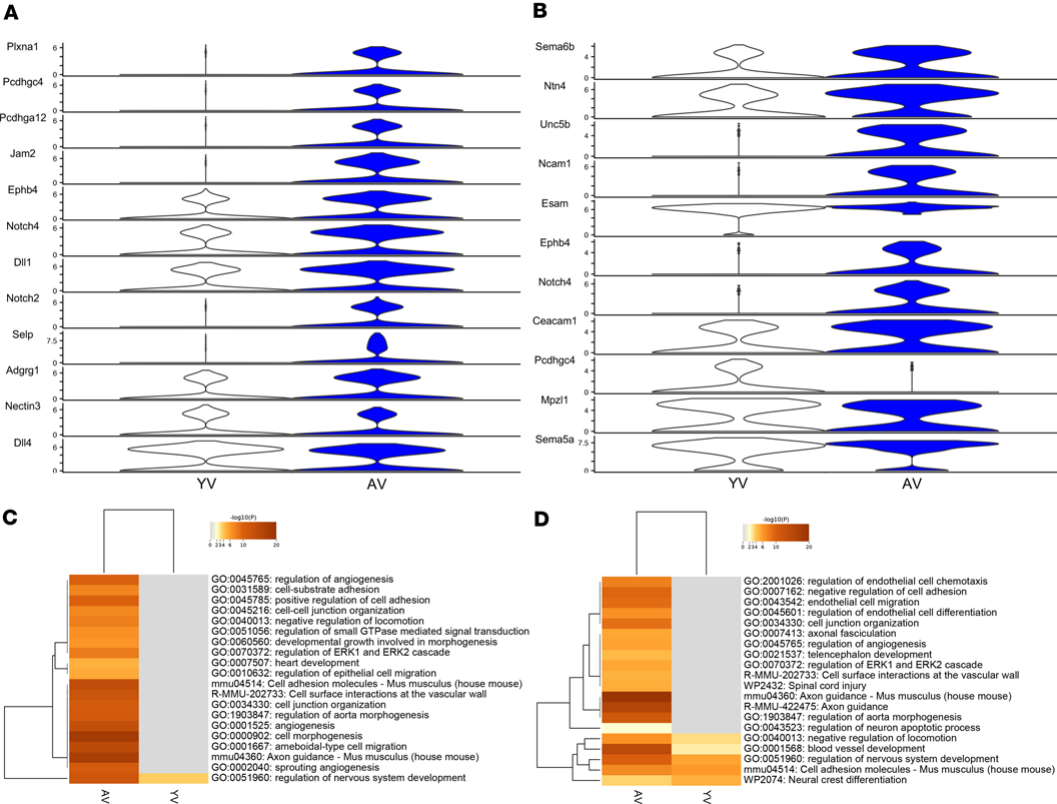
The effect of aging on inferred cell-cell contact autocrine signaling from the capillary cells during mechanical ventilation. (**A** and **B**) The CellChat violin plots of inferred cell-cell contact signaling pathways reveals increased expression of several ligands and receptors associated with cell-cell adhesion in the aged ventilated compared with young ventilated mice in both capillary type I (**A**) and type II (**B**) cells (ligands and receptors shown are the most differentially enriched). (**C** and **D**) Gene ontology analysis using all differentially enriched ligands and receptors revealed that the aged ventilated animals exhibited a robust enrichment in pathways associated with cell-cell adhesion, cell junction organization, angiogenesis, and blood vessel development in both capillary type I (**C**) and type II (**D**) cells. Datasets were derived from *n* = 3 animals. YNV, young nonventilated; YV, young ventilated; ANV, aged nonventilated; AV, aged ventilated.

**Figure 14:**
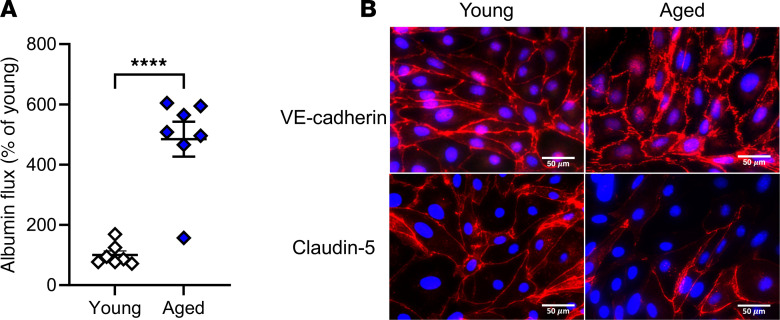
Assessment of endothelial barrier integrity in isolated PMVEC from young and aged animals, grown to confluent monolayers. (**A**) Compared with young PMVEC, aged PMVEC had a significant 484% increase in monolayer permeability, as assessed by albumin flux in the transwell system. (**B**) Staining of adherens junctional protein, VE-cadherin, and tight junctional protein claudin-5 revealed disrupted localization in the PMVEC monolayers from aged mice compared with young mice; above are representative images from *n* = 5 experiments. For albumin flux experiments, *n* = 7. Scale bar: 50 μm. ****P < 0.0001; unpaired *t* test.

# Supplementary material for: Effect of aging on pulmonary cellular responses during mechanical ventilation
**Source:** JCI Insight. 2025 Feb 13;10(6):e185834. doi: 10.1172/jci.insight.185834
**Supplement:** Supplemental data

## Supplemental Material

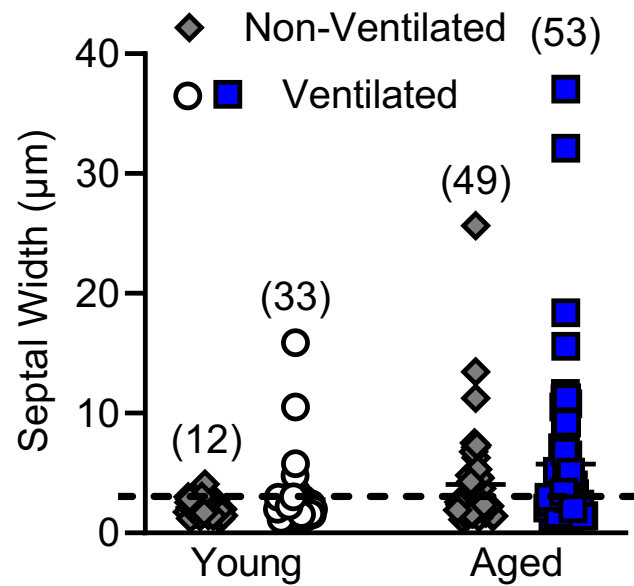

**S. Fig 1** Assessment of alveolar septal width in lung histology sections from young and aged non-ventilated and ventilated mice. An increase in septal width and a greater number of thickened septa were observed following ventilation, as well as with age. Dashed line indicates 2.6  $\mu\text{m}$ , the threshold value chosen to delineate a thickened alveolar septum, based on values obtained from the young non-ventilated animals. The numbers in the brackets represent the number of regions that fall over the 2.6  $\mu\text{m}$  threshold value. A total of 12 histology sections were used per animal, with 4-5 animals per group.

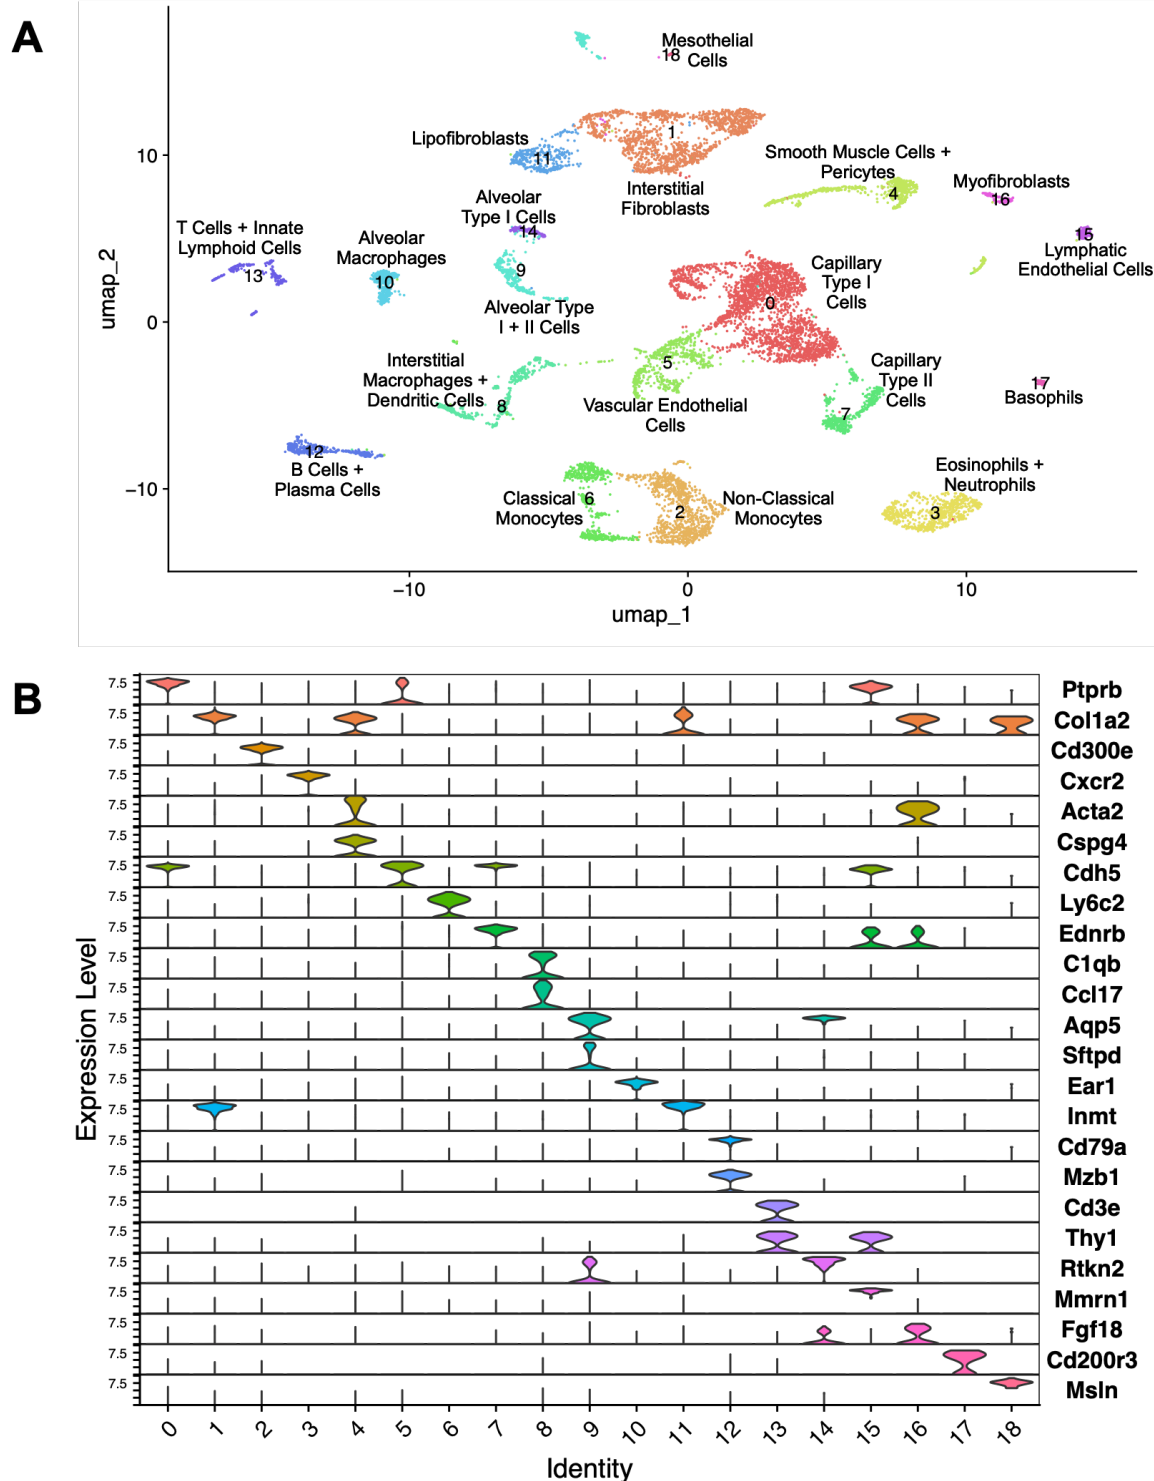

**S. Fig 2** Cell identification of single-cell RNA sequencing data of lung tissue from young and aged non-ventilated and ventilated mice. The Uniform Manifold Approximation and Projection (UMAP) visualization of the unsupervised transcriptome clustering; a total of 19 unique clusters were identified (**A**). The stacked violin plot displays the relative expression levels of cells expressing selected marker genes based on unique molecular identifier (UMI) counts (**B**).

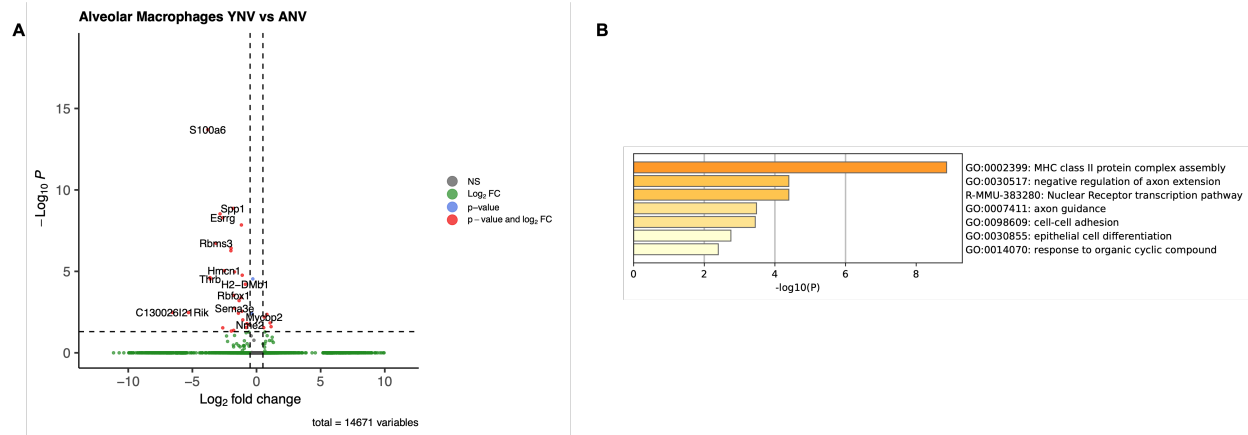

**S. Fig 3** Basal differences in expressed genes between the alveolar macrophages from young (YNV) and aged non-ventilated (ANV) mice. The volcano plot reveals 34 significantly differentially expressed genes, most of which are upregulated in the cells from aged non-ventilated animals compared to young non-ventilated animals (**A**). The heat map highlights a number of pathways associated with activation and cell-cell adhesion, based on the differentially expressed genes (**B**). Datasets were derived from  $n = 3$  animals pooled per group.

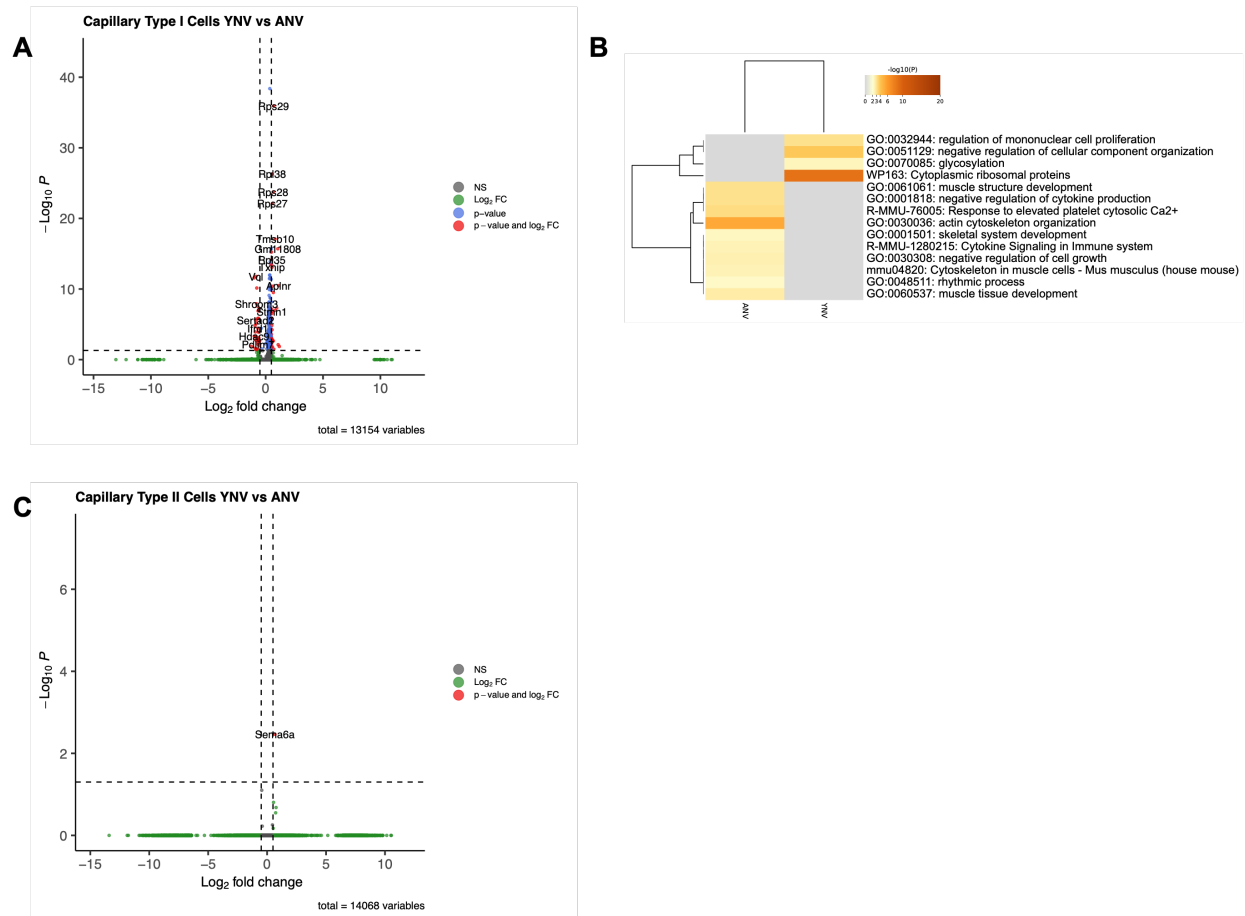

**S. Fig 4** Basal differences in expressed genes between the capillary type I and type II cells from young (YNV) and aged non-ventilated (ANV) mice. The volcano plot reveals 64 significantly differentially expressed genes in the capillary type I cells from young non-ventilated animals compared to aged non-ventilated animals (**A**). The heatmap highlights a number of pathways describing alterations in signaling associated with the actin cytoskeleton, cytoplasmic ribosomal proteins, and inflammation, based on the differentially expressed genes (**B**). Just one differentially expressed gene was observed in the capillary type II cells between young and aged non-ventilated animals (**C**); heatmap data could not be produced from this. Datasets were derived from  $n = 3$  animals pooled per group.

How the deposited data were processed for this re-analysis (not part of the article)

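Lung cells of young (2 to 3 months) and aged (22 months) male mice, nonventilated or ventilated for 3 hours, were measured in 4 scRNA-Seq libraries of 3 pooled mice each. The authors made the counts with Cell Ranger and deposited them as raw UMI counts per gene and barcode, with no normalization. CPM, log2 ratios, percentages and ratios were all computed here from the deposited counts. For their own analysis, the authors used Seurat, DESeq2 or Wilcoxon tests on cells, Metascape and CellChat. CellChat, Metascape and GO analyses were not run here.

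Cells with 200 to 5000 genes, at most 10% mitochondrial UMIs and UMIs within the 93rd percentile (21021) of the barcodes left were kept. Clusters were made in R 4.3.3 with Seurat 5.3.0, SeuratObject 5.2.0 and Matrix 1.6.5, and the other steps in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 (Scrublet) and matplotlib 3.10.9. Gene positions came from a GRCm38 annotation, the same build as mm10, matched by gene identifier for 32158 of 32285 genes (99.6%).

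The rule for marker detection, the rule for naming clusters and the choice of the alveolar type I and II cluster were set after the clusters were seen. Genes were named by a fixed rule: the 3 largest rises and the 3 largest falls per cell group and comparison, among genes with a mean of at least 50 CPM over the 2 libraries compared, at least 20 UMIs in 1 of them and a counting interval of the ratio that leaves out 1, and the genes the paper names or labels in its figures. Some results under this rule are not reported here. With a count of 0, a floor of 3 counts was used for the fold. The cell groups summed to between 270955 and 5457023 UMIs per library, which sets the width of the counting intervals.

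The methods were tested on simulated data with known changes: 95.6% to 96.6% of the intervals held the true value, and an aged response of 0.5 of the young one was recovered as 0.471 to 0.512. The simulated sums held counting noise alone, around a baseline shared by the 4 libraries. This checks the computation and cannot show how the methods do with differences between cells, mice or pools. The alternatives varied the cell filter, cluster resolution, scaling, weighting of cells, depth per cell, background RNA, gene filter, number of genes and doublets. The lists used were of interferon, cell-cell contact, secreted ligand, ribosomal protein, immediate early and heat shock, glucocorticoid or metal response, and oxidative stress genes.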

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

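The tests on *Il6*, *Cxcl1* and the surfactant protein genes were chosen after seeing the result, and the tests on the interferon list were set before it.

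Over all cells retained, *Il6* and *Cxcl1* moved in opposite directions after ventilation at the 2 ages, and the difference between the ages was not tested. *Il6* went from 43.4 to 102 CPM in young mice (log2 ratio 1.23) and from 84.7 to 54.9 CPM in aged mice (log2 ratio -0.63). *Cxcl1* went from 41.9 to 203 CPM in young mice (log2 ratio 2.27) and from 104 to 84.7 CPM in aged mice (log2 ratio -0.30). A smaller number of fibroblast-like cells in the aged ventilated library was weighed as a technical explanation. It is excluded as the whole cause, since *Il6* (log2 ratio -0.34) and *Cxcl1* (log2 ratio -1.13) also fell within these cells in aged mice. Basophil-like cells held 17.0% of the *Il6* UMIs. They numbered 22 before and 6 after ventilation in aged mice, against 18 and 20 in young mice. The part of this difference in cells captured was not tested. An effect of age remains a hypothesis, because each age and treatment is a pool without replicates.

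The surfactant protein genes also moved in opposite directions over all cells retained, and the difference between the ages was not tested. In young mice *Sftpa1*, *Sftpb*, *Sftpc* and *Sftpd* rose (log2 ratios 0.54, 0.20, 0.46 and 1.31), and in aged mice they fell (log2 ratios -1.03, -0.83, -1.22 and -0.73). The number of alveolar type II cells captured is a technical explanation that fits. Within the deeply sequenced type II cells, the median log2 ratio in aged mice was 0.42, against -0.93 over all cells. Only 4 of these cells came from the aged ventilated library, so a biological change cannot be told from sampling.

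A signal appeared in neutrophil- or eosinophil-like cells, which the paper did not analyse. The interferon list had a median log2 ratio of 2.91 after ventilation in young mice and 1.38 in aged mice. A response carried by 1 mouse of the young ventilated pool is excluded in the *Ptprb* cluster, since 96.2% of its young ventilated cells lay above the young nonventilated median, and 98.2% of the neutrophil-like cells did so. Background RNA is excluded as the cause, since the list rose by only 76.5 CPM in the macrophages. The 4 libraries are otherwise confounded with age and treatment, so an infection or another exposure of the young ventilated cohort was not tested.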

How the results depend on the processing

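The 53 main results gave 388 values under the alternatives set before the data were examined, of which 291 stayed within their counting intervals, 97 moved beyond them and 0 changed sign by more than counting error. Sign changed within that error in 3: the young minus aged response size of alveolar type I and II cells was -0.0063 from the mean of per-cell CPM and -0.011 without the cells that Scrublet marked, and the contact list median of nonventilated *Ptprb* cells was 0.00091 after centring. A ratio that crossed 1 kept its sign and was not counted as reversed. In genes chosen in aged mice, the young-over-aged ratio of *Ednrb* cells was 1.09 (95% interval 1.04 to 1.18). It fell to 0.893 with thinned cells and 0.960 with genes of at least 10 CPM. That of *Ptprb* cells fell from 1.13 (95% interval 1.05 to 1.15) to 0.903 without a filter on CPM. The alternatives chosen after seeing the data, which left out the highest Scrublet scores or repeated the clustering under other filters, gave 51 more, with 43 unchanged, 7 moved and 1 reversed. For the 127 results on named genes, 786 of 956 values stayed within their intervals, 160 moved and 10 changed sign beyond them, and the added setting gave 108, 17 and 2 of 127. Centring the log2 ratios on their median changed none of the main results beyond counting error. Cells thinned to 1000 UMIs, which leaves fewer UMIs per sum, moved 18 of 27 main values. Apart from the effect of fewer UMIs there, the cause was not tested for any of the values that follow.

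With each cell thinned to 1000 UMIs, the aged-over-young ratio in genes chosen in young mice was 0.451 in alveolar type I and II cells, 0.725 in macrophages, 0.641 in *Ptprb* cells and 0.399 in *Ednrb* cells. The young-over-aged ratio in genes chosen in aged mice was 0.291 in alveolar type I and II cells, 0.815 in macrophages and 0.893 in *Ednrb* cells. The basal age difference was 0.58 in alveolar type I and II cells, 0.53 in macrophages, 0.23 in *Ptprb* cells and 0.40 in *Ednrb* cells, and the ligand list median was 0.71 for young mice and 0.16 for aged mice. The interferon list median was 2.02 for young mice in *Ptprb* cells, 0.62 for aged mice in *Ptprb* cells and 1.00 for aged mice in *Ednrb* cells, and the contact list median was -0.057 for aged over young nonventilated *Ptprb* cells. The contact list median without the genes of Figure 13 was 0.17 for aged over young ventilated *Ptprb* cells.

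With genes of at least 10 CPM, the aged-over-young ratio in genes chosen in young mice was 0.209 in alveolar type I and II cells. The young-over-aged ratio in genes chosen in aged mice was 0.314 in alveolar type I and II cells, 0.436 in macrophages, 1.06 in *Ptprb* cells and 0.960 in *Ednrb* cells, and the young minus aged response size was 0.15 in *Ednrb* cells. The basal age difference was 0.53 in alveolar type I and II cells, 0.28 in macrophages, 0.18 in *Ptprb* cells and 0.25 in *Ednrb* cells. The interferon list median was 2.43 for young mice in *Ptprb* cells and 3.57 for young mice in *Ednrb* cells, and the contact list median was -0.083 for aged over young nonventilated *Ednrb* cells. The contact list median without the genes of Figure 13 was 0.17 for aged over young ventilated *Ptprb* cells.

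Without a filter on CPM, the aged-over-young ratio in genes chosen in young mice was 0.590 in *Ptprb* cells and 0.502 in *Ednrb* cells. The young-over-aged ratio in genes chosen in aged mice was 0.385 in alveolar type I and II cells, 0.366 in macrophages and 0.903 in *Ptprb* cells, and the young minus aged response size was 0.13 in *Ptprb* cells and 0.15 in *Ednrb* cells. The basal age difference was 0.53 in alveolar type I and II cells, 0.33 in macrophages, 0.25 in *Ptprb* cells and 0.30 in *Ednrb* cells, and the interferon list median was 2.43 for young mice in *Ptprb* cells. The contact list median was -0.078 for aged over young nonventilated *Ednrb* cells, and the contact list median without the genes of Figure 13 was 0.19 for aged over young ventilated *Ptprb* cells and 0.19 for aged over young ventilated *Ednrb* cells.

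Under a mitochondrial limit of 5%, the aged-over-young ratio in genes chosen in young mice was 0.392 in alveolar type I and II cells. Here, the young-over-aged ratio in genes chosen in aged mice was 1.17 in *Ednrb* cells, and the young minus aged response size was 0.055 in alveolar type I and II cells, 0.083 in *Ptprb* cells and 0.10 in *Ednrb* cells. Here, the basal age difference was 0.35 in alveolar type I and II cells, 0.23 in macrophages, 0.17 in *Ptprb* cells and 0.21 in *Ednrb* cells, and the ligand list median was 0.26 for aged mice.

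Without the upper limit on UMIs, the young-over-aged ratio in genes chosen in aged mice was 1.08 in *Ptprb* cells. The young minus aged response size was 0.078 in alveolar type I and II cells and 0.11 in macrophages, and the basal age difference was 0.31 in alveolar type I and II cells and 0.20 in macrophages. The ligand list median was 0.71 for young mice and 0.28 for aged mice. The young ventilated share of macrophages was then 3.67%.

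At a resolution of 0.5, the young-over-aged ratio in genes chosen in aged mice was 0.346 in alveolar type I and II cells. Here, the basal age difference was 0.58 in alveolar type I and II cells, and the contact list median without the genes of Figure 13 was 0.21 for aged over young ventilated *Ptprb* cells. There were 30 clusters, and the shares of cells in the 4 libraries (young nonventilated, young ventilated, aged nonventilated and aged ventilated) were 0.576%, 0.618%, 0.758% and 0.204% for alveolar type I and II cells, 23.5%, 22.9%, 21.3% and 18.1% for *Ptprb* cells and 9.05%, 8.00%, 5.39% and 5.92% for *Ednrb* cells.

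With background RNA subtracted, the young-over-aged ratio in genes chosen in aged mice was 0.370 in alveolar type I and II cells and 1.18 in *Ednrb* cells. Here, the basal age difference was 0.23 in macrophages, 0.16 in *Ptprb* cells and 0.20 in *Ednrb* cells, and the ligand list median was 0.31 for aged mice. The interferon list median was 3.60 for young mice in *Ednrb* cells.

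From the mean of per-cell CPM, the aged-over-young ratio in genes chosen in young mice was 0.474 in alveolar type I and II cells. Likewise, the basal age difference was 0.50 in alveolar type I and II cells and 0.19 in *Ednrb* cells, and the contact list median was -0.078 for aged over young nonventilated *Ednrb* cells.

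With 50 genes chosen, the aged-over-young ratio in genes chosen in young mice was 0.725 in *Ptprb* cells. Here, the young-over-aged ratio in genes chosen in aged mice was 0.312 in alveolar type I and II cells.

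With 200 genes chosen, the aged-over-young ratio in genes chosen in young mice was 0.384 in alveolar type I and II cells and 0.640 in *Ptprb* cells.

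Without the cells that Scrublet marked, the young-over-aged ratio in genes chosen in aged mice was 1.20 in *Ednrb* cells.

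Without the highest Scrublet scores, a setting chosen after seeing the data, the young-over-aged ratio in genes chosen in aged mice was 0.292 in alveolar type I and II cells and 1.28 in *Ednrb* cells. The young minus aged response size was -0.016 in alveolar type I and II cells and 0.15 in *Ednrb* cells, and the basal age difference was 0.20 in *Ednrb* cells. The ligand list median was 0.18 for aged mice and -0.025 for aged over young ventilated macrophages, and the interferon list median was 3.57 for young mice in *Ednrb* cells.

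The sign of some genes changed without giving a direction. In alveolar type I and II cells, *Calcrl* in aged mice was 0.46 without the highest Scrublet scores, and *Dnah12*, *Tmem212* and *Ccdc153* (aged over young nonventilated) were each -0.37 at a resolution of 0.5. Neither library then held a UMI of the gene, so that the value is set by their total UMIs alone. *Adgrl3* was 0.20 at this resolution, from 2 UMIs in young and 0 in the 4 aged ventilated cells left. *Iigp1* (aged over young nonventilated) was 1.09 under the mitochondrial limit of 5%, from 0 and 2 UMIs. Other genes changed sign as follows. In alveolar type I and II cells, *Tgfb2* (aged over young ventilated) was -1.01 under the mitochondrial limit of 5%, from 88 and 15 UMIs. *Nectin3* in ventilated *Ptprb* cells was 0.19 with thinned cells, although fewer aged than young cells then had a UMI of it. *S100a9* in nonventilated *Ednrb* cells was 0.68 with background RNA subtracted and 0.80 without the highest Scrublet scores. Over all cells retained, *Sftpb* in young mice was -0.19 with thinned cells, and *Sftpd* in aged mice was 0.18 without the upper limit on UMIs.

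No paired analysis was possible because each library was a pool of different mice. The resolution and the background subtraction gave no value for genes summed over all cells. Depth limits the alveolar type I and II cells the most: their smallest sum was 270955 UMIs, against 698881 in macrophages, 875051 in *Ednrb* cells and 4018018 in *Ptprb* cells.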

Differences from the paper's values

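The paper's text describes capillary type I cells as aerocytes, while its figure marks type I by *Ptprb* and type II by *Ednrb*. Here, all 7 aerocyte markers were detected in the *Ednrb* cluster, and 3 of them were among its 10 leading genes. *Ptprb*, the paper's own marker of type I, had 2963 CPM in the *Ptprb* cluster and 251 CPM in the *Ednrb* cluster of young nonventilated mice.

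The paper states that alveolar type I and II cells of aged mice had no differentially expressed genes after ventilation. The response size at equal depth was 0.46 in young and 0.45 in aged cells, whereas in the genes chosen in young mice the aged response was smaller (ratio 0.319), and in the genes chosen in aged mice the young response was smaller (ratio 0.483). In this cluster, the same measure between aged and young cells was 0.42 without and 0.36 after ventilation. The size of 0.45 therefore does not single out a response to ventilation in aged cells. All 8 genes labelled as higher after ventilation in Figure 5A, which shows the young mice, rose at both ages. Their median log2 ratio was 2.71 in young and 1.25 in aged cells. The paper's tests took cells as replicates, while no test was made here.

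From CellChat, the paper states that secreted signaling of macrophages decreased with ventilation in aged mice. The ligand list rose there (median log2 ratio 0.49, against 0.43 in young mice), and in aged over young ventilated macrophages it was 0.13. These values rest on 9514 cells. Without the upper limit on UMIs, the total was 10229, nearer to the paper's 10172, and the rise was 0.28 in aged and 0.71 in young mice. The macrophage cluster then held 110 young and 52 aged ventilated cells, against 63 and 42 with the limit. In other settings the aged rise was also the smaller one, with 0.16 in aged and 0.71 in young with thinned cells, 0.26 and 0.56 under a mitochondrial limit of 5%, 0.31 and 0.51 with background RNA subtracted, and 0.46 and 0.58 with genes of at least 10 CPM. Without the highest Scrublet scores, a setting chosen after seeing the values, aged over young ventilated was -0.025.

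Among the cell-cell contact genes stated as higher in aged ventilated capillary cells, *Nectin3* was lower in the *Ptprb* cluster (log2 ratio -0.44). In the *Ednrb* cluster it was 0.15, with an interval that includes 0, and 61.3% of young and 73.3% of aged ventilated cells there had a UMI of it. With cells thinned to 1000 UMIs, these shares were 17.7% and 16.3%, and its log2 ratio was 0.19 in the *Ptprb* cluster and -0.21 in the *Ednrb* cluster. *Pcdh17*, of the protocadherins, was lower in both clusters (log2 ratios -0.45 and -0.91), whereas *Pcdh1* was higher in both (0.37 and 0.32).

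The paper reports 10172 cells and 19 clusters, against 9514 cells and 17 clusters here, neither more than 1.5 times the other. With the percentile taken over all barcodes, an alternative set before the data were examined, 10160 cells were left. Clustering those cells gave 19 clusters, as did leaving out the highest Scrublet scores, both settings chosen after seeing the values.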

Other observations

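The tests on ciliated cell genes, oxidative stress genes and the interferon genes left out were chosen after seeing the result, as were the intervals over cells of the contact genes and their tests in *Ednrb* cells. The other tests were set before it.

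The smaller change in aged macrophages was not explained by fewer cells or UMIs: with 42 cells and equal UMIs per library in 20 draws, the young minus aged difference was 0.093 (0.073 to 0.118). In genes chosen in young cells, the aged-over-young ratio without interferon genes was 0.609 in the *Ednrb* cluster and 0.756 in the *Ptprb* cluster. With interferon genes kept, it was 0.553 and 0.687. Whether interferon genes make the whole difference between the ages is not settled by these ratios. The choice of genes in young cells can itself favor the young response, and genes chosen in aged cells were not tested this way.

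The contact list had a median log2 ratio of 0.19 in aged over young ventilated *Ptprb* cells, with 24 of 39 genes higher. Without the genes of Figure 13, which the study picked on these libraries, it was 0.080, with 16 of 29 higher. Thinning each cell to 1000 UMIs lowered the difference in the share of cells with a UMI from 5.75 to 2.09 percentage points (95% interval over cells 0.413 to 2.87). Depth per cell may account for much of that difference but, for this list in these cells, not all of it, and thinning also lowers the shares themselves. What was left rests on 1 thinning draw and on a list that holds genes of Figure 13. The thinned shares were not computed without those genes, so for the other genes depth stays open. The median share itself was 17.16% in young and 17.22% in aged cells after thinning. In *Ednrb* cells, the difference after thinning was 1.69 percentage points (95% interval over cells -1.39 to 3.99), so depth was not excluded there. An age difference present without ventilation stays open in *Ptprb* cells, since the nonventilated median of -0.011 lies near 0 over genes that went both ways, and 8 of the 11 genes of Figure 13A were already higher there. In *Ednrb* cells it is excluded as the whole cause, since the nonventilated median was -0.15 (95% interval -0.19 to -0.071).

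Ribosomal protein genes were lower in aged nonventilated cells in 10 of 15 named classes and higher in 5, which does not tell a difference between the libraries from one of age. The ciliated cell genes of the aged nonventilated alveolar cluster fit a few airway barcodes, since 3 barcodes held 71.3% of their UMIs.

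A list of 15 oxidative stress genes, written after the data were seen, rose after ventilation in 15 of 15 named classes of young mice (median 0.70) and 13 of aged mice (median 0.33). Oxygen given to the ventilated mice alone could explain it, and the design cannot tell that, or anesthesia and analgesia, from ventilation. The interferon list rose in 14 of 15 classes in young mice and 10 in aged mice, and was lower in aged than in young ventilated cells in 13. Immediate early and heat shock genes were above 0 in 4 classes at each age (medians -0.18 and -0.17), and glucocorticoid or metal response genes in 10 in young and 13 in aged mice (medians 0.12 and 0.63).

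Over all cells retained, *Il1b* (log2 ratios 1.08 in young and 1.83 in aged mice), *Cxcl2* (1.90 and 2.60), *Tnf* (1.31 and 1.38) and *Ccl2* (1.95 and 1.81) rose after ventilation at both ages. Neutrophil- or eosinophil-like cells held 39.1% of the *Il1b* and 46.2% of the *Cxcl2* UMIs. Their share of cells rose from 5.02% to 8.18% in young and from 2.49% to 13.4% in aged mice, so these ratios also depend on the cells captured. In the paper's qPCR of lung tissue, *Cxcl2* and *Ccl2* were not significantly raised in aged mice and were lower than in young ventilated mice. *Csf2* had 19 and 55 UMIs in young and 7 and 1 UMIs in aged mice. *Ifng* was 0.62 and 0.68, from too few UMIs to give a direction. Over all libraries, 71 of its UMIs (94.7%) lay in T or innate lymphoid-like cells. *Il10* was 1.40 and 0.37, *Il12a* -1.45 and 0.42, and *Il12b* 0.037 and -1.26.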
